# MYT1L deficiency impairs excitatory neuron trajectory during cortical development

**DOI:** 10.1038/s41467-024-54371-2

**Published:** 2024-11-27

**Authors:** Allen Yen, Simona Sarafinovska, Xuhua Chen, Dominic D. Skinner, Fatjon Leti, MariaLynn Crosby, Jessica Hoisington-Lopez, Yizhe Wu, Jiayang Chen, Zipeng A. Li, Kevin K. Noguchi, Robi D. Mitra, Joseph D. Dougherty

**Keywords:** Neuronal development, Differentiation, Autism spectrum disorders, Molecular neuroscience, Transcriptomics

## Abstract

Mutations reducing the function of MYT1L, a neuron-specific transcription factor, are associated with a syndromic neurodevelopmental disorder. MYT1L is used as a pro-neural factor in fibroblast-to-neuron transdifferentiation and is hypothesized to influence neuronal specification and maturation, but it is not clear which neuron types are most impacted by MYT1L loss. In this study, we profile 412,132 nuclei from the forebrains of wild-type and MYT1L-deficient mice at three developmental stages: E14 at the peak of neurogenesis, P1 when cortical neurons have been born, and P21 when neurons are maturing, to examine the role of MYT1L levels on neuronal development. MYT1L deficiency disrupts cortical neuron proportions and gene expression, primarily affecting neuronal maturation programs. Effects are mostly cell autonomous and persistent through development. While MYT1L can both activate and repress gene expression, the repressive effects are most sensitive to haploinsufficiency, likely mediating MYT1L syndrome. These findings illuminate MYT1L’s role in orchestrating gene expression during neuronal development, providing insights into the molecular underpinnings of MYT1L syndrome.

## Abstract (web summary)

Mutations reducing the function of MYT1L, a neuron-specific transcription factor, are associated with a syndromic neurodevelopmental disorder, yet it remains unclear which cell types are most impacted by MYT1L loss. Here authors use single-nuclei RNA sequencing to profile the forebrains of MYT1L-deficient mice at three developmental stages and reveal MYT1L deficiency disrupts cortical neuron proportions and gene expression, primarily affecting excitatory neuron maturation programs.

## Introduction

Every brain cell shares the same genetic code, yet they exhibit a wide range of functions. This diversity arises because different cell lineages enact different gene expression programs that direct each cell in the embryonic brain to develop in a highly orchestrated manner. Disruption of these processes can lead to abnormal neurodevelopment and result in impaired cognition, communication, and adaptive behavior, as seen in profound autism and intellectual disability (ID)^1,2^. Notably, many genes associated with such neurodevelopmental disorders (NDDs) are expressed early during brain development and are involved in gene regulation and synaptic function^3,4^. Studies using post-mortem human brain tissue provide evidence that cortical excitatory neurons are commonly dysregulated in autism^5,6^. However, since these are end of life studies, whether this is a cause or consequence of autism is unclear.

One NDD associated gene is Myelin Transcription Factor 1 Like (MYT1L), which is highly expressed exclusively in postmitotic neurons in the embryonic brain and sustained at lower levels throughout life^7,8^. Early fibroblast-to-neuron transdifferentiation studies demonstrate that MYT1L promotes neuronal cell fate by repressing non-neuronal lineage programs^9,10^. Similarly, in vivo, epigenetic studies of normal development show that MYT1L promotes neuronal differentiation by recruiting the SIN3B repressive complex to promoters and enhancers of postmitotic neurons to suppress early developmental programs^11^. Indeed, loss of MYT1L in multiple mouse models resulted in upregulation of a fetal gene expression signature^12–14^. To date, three pivotal studies have investigated the in vivo functions of MYT1L by creating transgenic mouse models. Each study disrupted a different exon of MYT1L (6 in Wohr et al.^15^, 9 in Kim et al.^13^, and 11 in Chen et al.^12^). The animal models are valuable tools to study the molecular and cellular consequences of MYT1L haploinsufficiency and the mice recapitulate many of the clinical presentations such as hyperactivity, structural malformations, obesity, and behavioral deficits^12–14^. However, it remains largely unknown how MYT1L haploinsufficiency influences the trajectory of neuronal differentiation in vivo, and whether the development of specific neuronal subtypes is particularly susceptible to the loss of MYT1L. Moreover, it is unclear if there is a critical moment in each cell’s developmental window during which MYT1L function is indispensable. Understanding this timeline could delineate when the transcriptional dynamics and developmental processes are amenable to interventions.

Detailed atlases mapping the gene expression profiles of thousands of cell types across the entire mouse brain have significantly advanced our understanding of brain organization under typical conditions^16–21^. Building upon this foundational knowledge, we can now explore how genetic perturbations affect neurodevelopment, for example by investigating the impact of disrupting a gene regulatory network through the loss of a single TF on this atlas. Given the widespread expression pattern of MYT1L in neurons, it is unclear if specific neuronal subtypes are more sensitive to MYT1L deficiency. Likewise, previous studies using bulk RNA sequencing have shown that MYT1L deficiency affects genes associated with the cell cycle^11,12,14^, differentiation^9,10^, and proliferation^22^. However, a limitation of bulk sequencing is that it only provides average gene expression data from a mixed population of cells, making it challenging to discern the precise origin of observed differences. For example, MYT1L haploinsufficiency results in an increased expression of developmental gene expression programs in vitro and in the post-natal brain^10,12,14^, but it remains unclear whether the observed differences are due to an increased proportion of immature progenitors or whether post-mitotic neurons are generated in proper numbers, but fail to mature completely and become trapped in an intermediate state. Previous studies have shown that MYT1L can function as both a transcriptional repressor^10,23^ and activator^12,24^. This raises an important question: does MYT1L’s role as a repressor or activator vary depending on cell type or developmental stage? Additionally, how sensitive are the activated or repressed gene targets to disruption? Although loss of MYT1L leads to precocious differentiation during development^12^ and sustained activation of developmental programs in the adult brain^10,11^, the implications for neuronal development trajectory and cell-type specific fate specification remain unknown. Utilizing single cell transcriptomics, we can obtain a high-resolution mapping of dynamic developmental processes, potentially elucidating how MYT1L’s function differs across various cell types and developmental stages. This approach may also explain the seemingly dual nature of MYT1L as both a repressor and activator and provide insights into how the loss of MYT1L contributes to the observed differential gene expression patterns.

In this study, we profiled a total of 412,132 nuclei to investigate the molecular and cellular consequences of MYT1L haploinsufficiency at the peak of neurogenesis (E14), when neurons in the six cortical layers have been born (P1), and when neurogenesis is complete, and the neurons are maturing (P21). Our findings indicate that MYT1L deficiency primarily impacts excitatory neurons. We further identified that genes regulated by MYT1L, whether activated or repressed, exhibit cell type-specific responses to MYT1L haploinsufficiency. A significant number of dysregulated genes were TFs or epigenetic regulators temporally expressed during specific time windows, highlighting lineage specific gene regulatory networks. In summary, our findings provide insights into how MYT1L haploinsufficiency disrupts embryonic and postnatal neurodevelopment. We have identified key transcriptional networks and defined the vulnerable cell types and developmental stages that potentially contribute to the pathogenesis of MYT1L syndrome.

## Results

### Loss of MYT1L disrupts proportions of excitatory and inhibitory neurons

To characterize the role of MYT1L during peak neurogenesis and to understand the acute consequences of MYT1L haploinsufficiency and loss on cell fate specification and maturation, we applied a massively parallel barcoding approach^25,26^ to profile and analyze transcription from 216,830 nuclei from the developing forebrain of embryonic day 14 (E14) MYT1L knockout (KO), heterozygous (Het), and wild type (WT) animals (Fig. 1A, B). We find that cell types are well represented across all genotypes (median genotype LISI score^27^ = 2.7) (Fig. 1C–F). We identified 26 clusters representing 7 broad neural cell types, which were further classified into three subtypes of radial glial cells (*Hes1* and *Nestin* positive), 3 subtypes of intermediate progenitor cells (*Neurog2* and *Eomes* positive) fated to be excitatory neurons, 3 subtypes of inhibitory intermediate progenitor cells (*Dlx1* and *Nkx2.1* positive), 8 subtypes of excitatory neurons (*Neurod6* and *Tbr1* positive), 9 subtypes of inhibitory neurons (*Gad1* and *Gad2* positive), Cajal-Retzius cells, oligodendrocyte progenitor cells, and microglia (Fig. 1C–G). We assigned cell cycle scores based on cell cycle phase marker gene expression and confirmed that the progenitors were mostly in G2M or S, while the post-mitotic neurons were in G1/G0 (Fig. 1H) and expressed MYT1L (Fig. 1I). The progenitor cells segregated into two distinct populations, which gave rise to divergent excitatory and inhibitory neuron developmental trajectories. This profile of cellular diversity indicated that we captured a developmental window encompassing differentiation and maturation processes, enabling us to investigate the molecular and cellular consequences of loss of MYT1L in the developing E14 cortex.

**Fig. 1:**
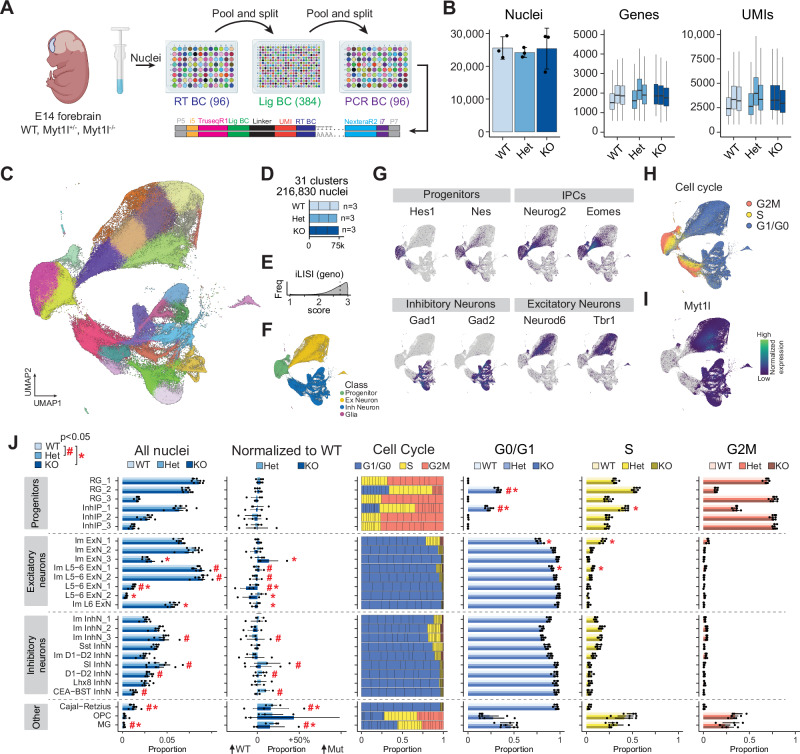
Single nucleus transcriptional profiling of E14 forebrain in MYT1L animals. **A** Schematic showing dissection of forebrain tissue, isolation of nuclei, massively parallel barcoding, and generation of snRNAseq libraries. Created in BioRender. Dougherty, J. (2024) BioRender.com/k40k912. **B** General library statistics showing mean ± SD nuclei per genotype (n = 3 biological replicates per genotype: WT, Het, and KO), median ± SD genes per nucleus, and median ± SD UMIs per nucleus. Box plots show median (center line), interquartile range (box), and whiskers extending to 1.5 times the interquartile range. **C** Uniform manifold approximation and projection (UMAP) showing 216,830 nuclei from the forebrain of E14 MYT1L WT (n = 3), Het (n = 3), and KO (n = 3) animals colored by cell type. **D** Bar plot showing the total number of nuclei per genotype across biological replicates. **E** Histogram showing the local inverse Simpson’s index (LISI) score with a median of 2.7, indicating that the genotypes are well mixed and integrated. **F** UMAP of all nuclei color-coded by cell class. **G** Top cluster markers for progenitors, intermediate progenitor cells (IPCs), inhibitory neurons, and excitatory neurons. **H** UMAP of all nuclei color-coded by cell cycle score based on expression of cell cycle genes (G2M phase in orange, S phase in yellow, and G1/G0 in blue). **I** UMAP feature plot showing expression of MYT1L in postmitotic excitatory and inhibitory neurons. **J** From left to right, plots showing: the mean ± SEM relative proportions of nuclei in each annotated cell cluster for MYT1L WT, Het, and KO genotypes (n = 3 biological replicates per genotype); Het and KO mean ± SEM proportions normalized to WT; the proportions of nuclei in the phases of the cell cycle per replicate; mean ± SEM proportions of nuclei that are in the G0/G1 phase; mean ± SEM proportions of nuclei in the S phase; and mean ± SEM proportions of nuclei in the G2M phase. “#” indicates a significant difference between WT and Het, and “*” indicates a significant difference between WT and KO (FDR adjusted p < 0.05, moderated ANOVA).

Because MYT1L is highly expressed in virtually all neurons during neurogenesis (Fig. 1I), we aimed to assess the short-term consequences of its deficiency on overall cell type proportions. We observed subtle but statistically significant disruptions in the abundance of post-mitotic immature excitatory neurons (Im ExN_3), deep layer excitatory neurons (Im L5-6 ExN_1, Im L5-6 ExN_2, L5-6 ExN_1, L5-6 ExN_2, and Im L6 ExN), immature inhibitory neurons (Im InhN_3), and specific subtypes of inhibitory neurons (somatosensory cortex (SI), Darpp32^+^ D1-D2, and CEA-BST) (Fig. 1J). The proportions of radial glia (RG) and inhibitory intermediate progenitors (InhIP) were mostly unaffected by the loss of MYT1L. However, Het and KO progenitors from the RG_2 and InhIP_1 clusters showed higher proportions in G0/G1 compared to WT, with a trend towards decreased proportions in the S phase (Fig. 1J). This supports the hypothesis that the loss of MYT1L reduces cell proliferation, disrupting proper cortical development and potentially leading to microcephaly^12^. Non-cycling immature excitatory neurons (Im ExN_3) presumably in the subventricular zone (SVZ) were the most developmentally immature post-mitotic neurons in the excitatory trajectory that showed an increase in abundance in KOs compared to WT. This could be a result of developing neurons prematurely differentiating and making the cell fate decision early at the expense of proliferating progenitors as has been hypothesized previously^12,28^.

### Loss of MYT1L disrupts excitatory neuron development

We conducted a differential expression analysis to analyze the molecular signatures of each cell type and determine which subtypes exhibited the most significant transcriptional changes due to MYT1L deficiency. The massively parallel barcoding approach enables multiple biological replicates in a single workflow, helping ensure accurate results and minimize false discoveries. We utilized a pseudobulk analysis, aggregating individual nuclei into cell type groups. This method, recognized for its speed and accuracy compared to specialized single-cell DE methods^29,30^, enabled us to perform pairwise analyses between WT and KO genotypes using DESeq2^31^. Our analysis identified 900 unique differentially expressed genes (DEGs; BH adjusted P-value < 0.05; |log2 fold change| > 0.2) between WT and KO, with 600 consistently upregulated and 285 consistently downregulated in KO clusters compared to WT (Fig. 2A, Supplementary Data 1). Notably, deep layer excitatory neurons harbored the majority of DEGs, even after downsampling, indicating their particular sensitivity to MYT1L loss. To ensure that this was not due to differences in sensitivity due to different rates of gene capture, we confirmed the number of DEGs was not correlated with the number of detected genes (R^2^ = 0.07). Progenitor cells, which do not express MYT1L, showed no DEGs, suggesting that the effects of MYT1L deficiency are intrinsic to MYT1L-expressing cells.

**Fig. 2:**
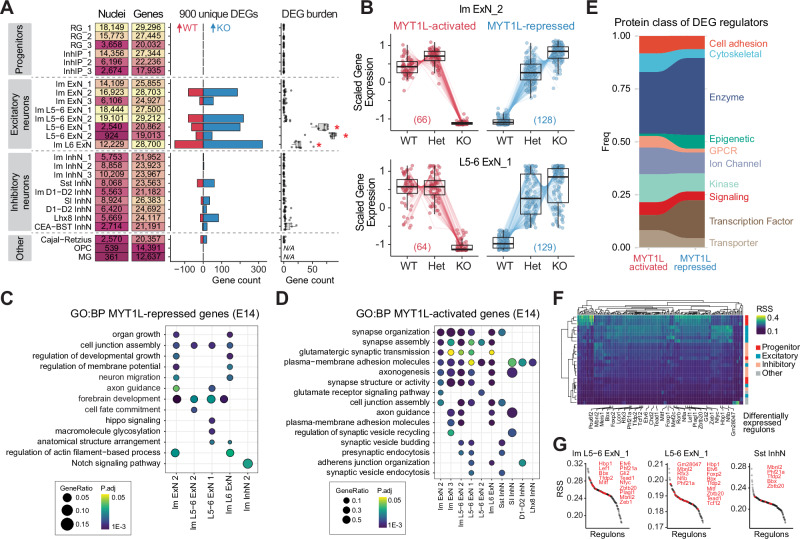
Cell type-specific changes in gene expression at E14. **A** Summary plot showing the numbers of nuclei and genes detected in each cluster (left). Bar plot (middle) displays the number of differentially expressed genes (DEGs) upregulated in WT (red) or KO (blue) conditions (n = 3 biological replicates per condition). DEG burden analysis (right) shows the distribution of DEGs per cell type, normalized by the number of nuclei in each cluster. Statistical significance was assessed using a two-sided Mann-Whitney U test with Benjamini-Hochberg correction for multiple corrections (*FDR adjusted p < 0.05). Box plots show median (center line), interquartile range (box), and whiskers extending to 1.5 times the interquartile range. **B** MYT1L gene dose-dependent expression patterns of DEGs in Im ExN_2 and L5-6 ExN_1 clusters, categorized as MYT1L-activated (decreased expression in KO) and MYT1L-represssed (increased expression in KO). Box plots show median, interquartile range, and whiskers extending to 1.5 times the interquartile range. Dot plots showing enriched GO biological processes terms in MYT1L-repressed (**C**) and MYT1L-activated (**D**) DEGs. Overrepresentation of genes within GO terms was determined using a one-sided hypergeometric test, with p values adjusted for multiple testing using the Benjamini-Hochberg method. **E** Plot showing the frequency distribution of annotated protein classes among the DEGs. **F** Heatmap displaying identified regulons (columns) for each WT cluster (rows), colored by the Regulon Specificity Score (RSS). RSS measures the specificity of each regulon’s activity for each cluster. Cluster classes are annotated on the right, and differentially expressed regulons are annotated in each column. **G** Representative plots showing the ranked Regulon Specificity Score plots for Im L5-6 ExN_1, L5-6 ExN_1, and Sst InhN clusters. Differentially expressed regulons are highlighted in red and labeled on the plot.

Given that MYT1L homozygotes do not survive postnatally, and the human disorder is caused by haploinsufficiency, we also analyzed Hets. Pairwise pseudobulk analysis between WT and Het revealed only 5 DEGs across all cell types (Supplementary Data 2). The apparent lack of DEGs may be due to the subtle magnitude of effect based on previous bulk RNAseq studies^12^. Another possible factor is that E14 is a dynamic differentiation period, where cells are likely in different cell states along the developmental trajectory and not synchronized, resulting in high variability of gene expression within clusters. Thus, rather than a pairwise comparison, we modeled the number of functional alleles as an ordinal factor and applied the Likelihood Ratio Test to evaluate changes as a function of MYT1L gene dose. This can provide insight into whether this pattern of regulation was the same for activated and repressed genes, which may suggest which function is most critical to the disorder. We classified 414 genes most upregulated in KOs as MYT1L-repressed genes, while 232 genes most upregulated in WTs were considered MYT1L-activated genes (Supplementary Fig. 1 and Supplementary Data 3). MYT1L-repressed genes showed greater gene dose sensitivity than MYT1L-activated genes (Fig. 2B), becoming upregulated even with the loss of a single MYT1L allele.

To evaluate if a particular cell type was driving the immature transcriptional signature previously observed in E14 MYT1L Het mouse cortex^12^, we performed gene ontology (GO) enrichment analysis for the DEGs in each cluster. MYT1L-repressed genes were enriched in development, neuron migration, and cell fate commitment pathways, particularly in immature and deep layer excitatory neuronal clusters (Fig. 2C). Conversely, MYT1L-activated genes were involved in synapse organization, axonogenesis, and neurotransmitter secretion and transport (Fig. 2D). Together, this revealed that loss of MYT1L results in an immature developmental transcriptional state, reinforcing that the suppression of developmental genes is critical to ensure proper neuronal maturation.

We next integrated our pseudobulk DEGs with an age and region-matched E14 forebrain MYT1L CUT&RUN dataset that cataloged 560 high-confidence MYT1L binding sites within promoter sequences^11^ for 480 genes to identify if the MYT1L-activated and -repressed genes are direct or indirect targets of MYT1L. Of 55 differentially expressed MYT1L targets, 42 were upregulated and 13 were downregulated in KOs compared to WT, reinforcing MYT1L’s primary role as a transcriptional repressor. Additionally, differentially expressed MYT1L targets were significantly enriched for transcription factors (TFs) (81/480; P = 2.2 × 10^−16^, Fisher’s exact test) (Fig. 2E), demonstrating that the DEGs were largely driven by indirect effects of MYT1L deficiency.

To gain insight into upstream regulators, we used SCENIC^32^ to build a co-expression network and identify regulons, which are modules of putative TF regulators and their inferred target genes. We identified 984 regulons in WT cells, of which 171 regulons were enriched with some cell type-specific activity based on the regulon specificity score (RSS) (Fig. 2F). While MYT1L loss did not significantly disrupt the inferred co-expression network structure, 27 out of 171 (16%) regulons were differentially expressed, primarily in excitatory neurons (Fig. 2G). This provides evidence that MYT1L can be a transcriptional regulator that not only influences its direct targets but also downstream indirect targets within a gene network.

Finally, to examine the convergence of our observed transcriptional disruptions with neurodevelopmental disorder-associated genes, we intersected the excitatory and inhibitory neuron DEGs (Fig. 2A) with 932 high-confidence autism-related genes from the SFARI database with a score of 1 or 2^33–35^. We found a significant overlap of 140 out of 900 DEGs (15.6%) with SFARI genes (P = 2.1 × 10^−12^, chi-square test with Yates’ continuity correction), comprising 123 genes from the excitatory neuron clusters and 16 genes from inhibitory neuron clusters. To account for potential neuronal expression bias of autism genes^36^, we randomly sampled 900 genes from the top 50% expressed genes in these clusters 1000 times. The median overlap with SFARI genes was 26, compared to our observed 123, indicating a 4.7-fold enrichment for SFARI genes among MTY1L DEGs. Notably, many autism-associated DEGs, such as *Zbtb20* and *Phf21a*, exhibited pronounced dysregulation in deep layer excitatory neurons (Supplementary Fig. 2). This finding suggests that pathways perturbed by MYT1L deficiency share similarities with those disrupted by a subset of autism genes involved in axon guidance, neuronal migration, and chemical synaptic transmission^6^. Overall, these observed transcriptomic changes reveal molecular changes affecting the maturation and function of deep layer excitatory neurons and convergence with key autism-related genes and pathways.

### MYT1L’s critical role in neuronal maturation timing

Our differential analysis shows that MYT1L deficiency is associated with an immature transcriptional signature in excitatory neurons. We hypothesize that MYT1L-deficient progenitors undergo premature differentiation, making early neuronal cell fate decisions but subsequently exhibiting delayed or stalled maturation. This results in a disrupted transcriptional maturation signature. We propose a critical moment during differentiation when MYT1L function is essential for guiding the neuronal developmental trajectory. This model reconciles both the precocious differentiation and the immature transcriptional signatures observed in MYT1L-deficient neurons. To test these hypotheses, we assessed maturation trajectory differences between genotypes during the critical developmental window of neurogenesis. Using Monocle3^37^, we reconstructed a pseudotemporal trajectory independent of prior cluster definitions (Fig. 3A). This approach models the cell states as a continuum of dynamic changes, enabling quantification of gene expression changes during differentiation. We observed subtle yet widespread disruptions in the distribution of Het and KO nuclei compared to WT across pseudotime states (Fig. 3B–D), suggesting a disrupted transcriptional maturation signature that may be overlooked when examining cell proportions based on cluster markers alone.

**Fig. 3:**
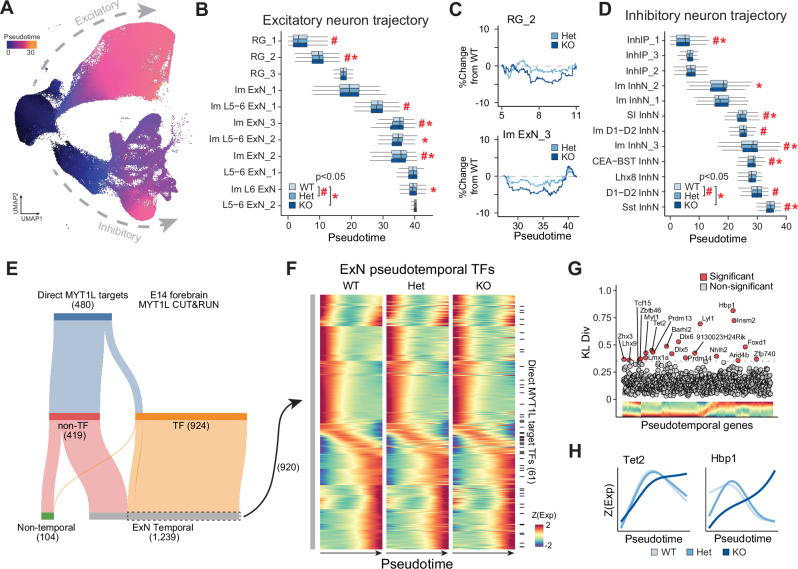
Loss of MYT1L disrupts excitatory neuron maturation at E14. **A** UMAP of all E14 nuclei colored by pseudotime. **B** Box plots showing distributions of nuclei from excitatory neurons along pseudotime per genotype (n = 3 biological replicates per genotype: WT, Het, and KO). “#” indicates a significant difference between WT and Het distributions, and “#” indicates a significant difference between WT and KO distributions (FDR adjusted p < 0.05, two-sided Kolmogorov-Smirnov test). Box plots show median (center line), interquartile range (box), and whiskers extend to 1.5 times the interquartile range. **C** Representative plots showing the relative differences in distributions of MYT1L Het and KO nuclei compared to the WT distribution in the RG_2 and Im ExN_3 clusters. **D** Box plots showing the distributions of inhibitory neuron nuclei along pseudotime per genotype (n = 3 biological replicates per genotype: WT, Het, and KO). “#” indicates a significant difference between WT and Het distributions, and “*” indicates a significant difference between WT and KO distributions (FDR adjusted p < 0.05, two-sided Kolmogorov-Smirnov test). Box plots show median, interquartile range, and whiskers extending to 1.5 times the interquartile range. **E** Diagram displaying the breakdown of direct MYT1L targets identified by CUT&RUN that were transcription factors and showed gene expression changes across pseudotime in the excitatory neuron trajectory. **F** Heatmaps showing scaled expression of WT (left), Het (middle), and KO (right) excitatory neuron pseudotemporal genes. Each row represents a gene, with rows sorted according to their expression peak in pseudotime. Black tick marks on the right indicate rows where genes are MYT1L direct targets as determined by CUT&RUN in (**E**). **G** Scatterplot showing the Kullback-Liebler divergence metric used to identify differential pseudotemporal expression profiles in KOs compared to WT. **H** Representative traces of the differential pseudotemporal gene expression profiles for *Tet2* and *Hbp1* across genotypes.

To identify drivers of excitatory neuron development, we analyzed TF expression along pseudotime in WT cells, establishing a putative timeline of gene activation and expression from progenitors to differentiated excitatory neurons (Fig. 3E). We then tested whether MYT1L loss causes variations in the timing of TF expression, potentially impacting the developmental trajectory of excitatory neurons. Using the Kullback-Leibler divergence test, we identified 27 TFs with disrupted expression timing as a result of MYT1L deficiency (Fig. 3F, G). These TFs, generally de-repressed in Hets and KOs, are involved in developmental regulation (*Dlx5*, *Dlx6*, and *Hoxd10*), control of cell cycle progression (*Hbp1*), neurogenesis (*Nhlh2*, *Lmx1a*, and *Insm2*), and epigenetic regulation (*Tet2* and *Prdm*) (Fig. 3G, H). To pinpoint where MYT1L may have the greatest effect, we intersected all the excitatory pseudotemporal TFs with E14 MYT1L CUT&RUN peaks^11^. We found an enrichment of direct MYT1L targets during a transient period shortly after the transition from progenitor to postmitotic neuron, suggesting its important role during this critical moment (Fig. 3F). Additionally, we identified six genes within this pseudotime bin (*Efna4, Ccng2, Nbr1, Frmd4b, Sorsb2*, and *Midn*) as targets of ZBTB12, a molecular gatekeeper known to safeguard the unidirectional transition of progenitors to differentiated states^38^. This analysis provides a pseudotime-resolved sequence of MYT1L target gene expression and identifies a critical developmental window, where alterations in gene expression patterns during this sensitive period may lead to disruptions in neuronal differentiation and maturation.

### MYT1L loss disrupts early postnatal cortical development at P1

To investigate the effects of MYT1L deficiency on neuronal development after all cortical neurons are born, we performed a snRNAseq analysis on the forebrain tissue from P1 MYT1L WT (n = 4) and Het (n = 8) animals. In our MYT1L mouse model, KO animals are not viable postnatally so we are only able to analyze WT and Hets. We analyzed 98,797 nuclei, identifying 36 distinct cell clusters (Fig. 4A). Analysis of cluster proportions revealed significant decreases in deep layer excitatory neurons (L5-6 ExN_2 and L6 ExN), upper layer excitatory neurons (Im L2-4 ExN_2 and L2-4 ExN_2), and increase in Im L2-4 ExN_1 in Hets compared to WT. Interestingly, pseudobulk differential analysis identified 89 unique DEGs (Fig. 4B, Supplementary Fig. 3 and Supplementary Data 4), a marked decrease from the number of E14 DEGs comparing KO to WT, but more than Het to WT comparisons at E14, suggesting an increasing disruption with time. The majority of these DEGs were upregulated in Hets, consistent with MYT1L’s primary role as a transcriptional repressor.

**Fig. 4:**
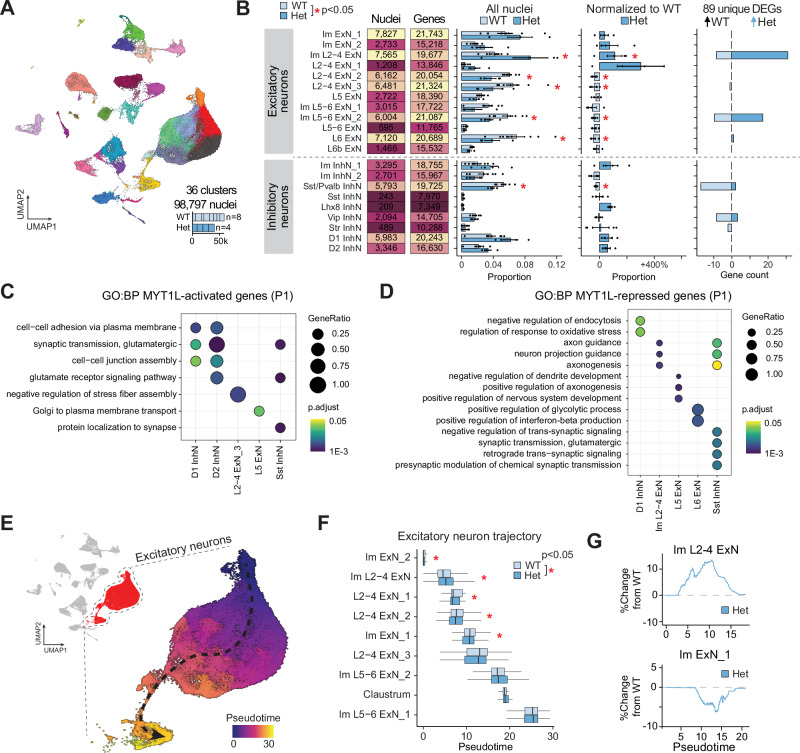
Loss of MYT1L disrupts proportions of excitatory neurons at P1. **A** UMAP projection showing 98,797 nuclei in 36 clusters from the forebrain of P1 MYT1L WT (n = 8) and Het (n = 4) animals. **B** From left to right: summary plot showing the numbers of nuclei and genes detected in each cluster; bar plot displaying the mean ± SEM relative proportions of nuclei in each annotated cell cluster for MYT1L WT and Het genotypes; mean ± SEM proportions of Het normalized to WT; and number of differentially expressed genes (DEGs) per cell type that are upregulated in WT (light blue; n = 8 biological replicates) and upregulated in Het (medium blue, n = 4 biological replicates) (*FDR adjusted p < 0.05, moderated t-test). Dot plots showing enriched GO biological processes terms in (**C**) MYT1L-activated (decreased expression in Het) and (**D**) MYT1L-repressed (increased expression in Het) DEGs. Overrepresentation of genes within GO terms was determined using a one-sided hypergeometric test, with p values adjusted for multiple testing using the Benjamini-Hochberg method. **E** UMAP visualization of excitatory neuron clusters colored by pseudotime. The arrow indicates the inferred developmental trajectory from early (blue) to late (yellow) pseudotime. **F** Distribution of excitatory neuron subtypes along the pseudotime axis for WT (light blue; n = 8 biological replicates) and Het (blue; n = 4 biological replicates). Box plots show median (center line), interquartile range (box), and whiskers extending to 1.5 times the interquartile range. Asterisks indicate statistically significant differences between WT and Het distributions (*FDR adjusted p < 0.05, two-sided Kolmogorov-Smirnov test). **G** Percentage change in cell proportion along pseudotime in Het samples normalized to WT for two excitatory neuron subtypes: Im L2-4 ExN (top) and Im ExN_1 (bottom).

To understand the functional implications of these transcriptional changes, we performed GO enrichment analysis on MYT1L-activated and -repressed genes. MYT1L-activated genes, which were downregulated in Het animals, were enriched for processes crucial for neuronal function and maturation including cell-cell adhesion, synaptic transmission, and glutamate receptor signaling (Fig. 4C). This suggests that loss of MYT1L leads to impaired neuronal maturation and synaptic function. Conversely, MYT1L-repressed genes, which were upregulated in Het animals, were associated with developmental processes, including neuron projection guidance (Fig. 4D). This indicates that MYT1L deficiency results in the persistence of developmental programs.

Next, we performed a pseudotime analysis on the continuous excitatory neuron clusters to test for shifts in the distribution of cells per genotype within each pseudotime bin (Fig. 4E). At P1, we detected altered distributions primarily within the upper layer neuron clusters, with Het cells trending towards lower pseudotime values. Similarly to E14, these findings suggest an immature neuronal state compared to WT cells (Fig. 4F). These results further suggest that WT cells mature along the developmental trajectory, while Hets cells lag behind (Fig. 4G), reinforcing the role of MYT1L in proper neuronal development.

Overall, MYT1L likely plays a crucial role in regulating the proportions of maturation of specific neuronal subtypes during early postnatal development, consistent with previous studies^39^. The observed changes in cell type proportions and gene expression patterns suggest that MYT1L deficiency leads to persistent immature transcriptional states and altered neuronal composition, which may contribute to the neurodevelopmental phenotypes associated with MYT1L syndrome.

### Sensitivity of excitatory neurons persist throughout neurodevelopment

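The P21 data analysed here were the count matrices of 12 cortices, from 6 WT and 6 MYT1L Het mice aged 21 days, with 3 males and 3 females of each genotype. The animals had received AAV9 carrying a tdTomato construct as pups. The paper states that all samples of an age were processed in parallel on the same plates. The authors mapped reads to mm10 with ScaleRna and counted UMIs per gene and nucleus. Of the entries of the matrices, 92.6% were whole numbers and the others were fractions, and no normalization had been applied. The matrices held 78743 barcodes. Total UMIs per animal ranged from 23429386 to 59958572 in WT (median 37774082) and from 36302019 to 56967218 in Het (median 42969005), a difference between genotypes that did not pass an exact permutation test (two-sided, p = 0.474).

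The filters of the paper (800 to 6000 UMIs, 300 to 3000 genes, at most 1% mitochondrial UMIs and a ratio of log genes to log UMIs of at least 0.9) kept 34862 barcodes, or 44.3%. The limit of 6000 UMIs was exceeded by 33604 barcodes, 15497 held more than 3000 genes, 43096 fell under the ratio of 0.9 and 21 exceeded the mitochondrial limit. The lower limits removed 0 barcodes, since the smallest UMI total in an animal was between 1502 and 2182. The paper names DoubletFinder without a doublet rate in its text, and here the 5% of nuclei with the highest Scrublet scores in each animal (1744 nuclei) were removed. This left 33118 nuclei, 14346 from WT and 18772 from Het animals. Nuclei were clustered with the Leiden algorithm on 50 principal components, and clusters were named from lists of marker genes, so each cell type is written with the ending -like.

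For differential expression, counts were summed per animal and cell type, rounded, normalized by TMM and tested with edgeR's quasi-likelihood test on genotype. An animal entered a cell type with at least 10 nuclei, and a cell type was tested with at least 3 such animals per genotype. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.2.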

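Sex-linked transcripts were compared with the sex given for each animal. Xist (ENSMUSG00000086503.4) was at 0.719 to 1.40 CPM in the males and 310.0 to 365 in the females. Uty (ENSMUSG00000068457.14) was at 158 to 192 CPM in the males and 0.99 to 2.12 in the females. Ddx3y, Eif2s3y and Kdm5d separated the sexes in the same way. Myt1l itself (ENSMUSG00000061911.15, chromosome 12 of mm10 from 29528384 to 29923213) was at 883 ± 45.6 CPM (SD, n = 6) in all WT nuclei and 985 ± 29.6 (SD, n = 6) in all Het nuclei (exact permutation test, two-sided, p = 0.0043). The mutation is a frameshift, and the counts do not separate its transcripts from those of the intact allele, so the transcript level does not check the genotype. By cell type, Myt1l was tested in 21 cell types and called in 0 by edgeR, with a median log2 fold change of 0.08. It was lower in Het in 4 of these cell types. In L6 CT-like nuclei its log2 fold change was 0.23 (standard error 0.06, adjusted p = 0.0625, higher than the WT median in 6 of 6 Het animals). DESeq2 called Myt1l in L6 CT-like nuclei, with an adjusted p of 0.00755.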

Finally, to investigate the long-term effects of MYT1L deficiency on both cell proportion and transcriptional changes, we performed snRNAseq analysis of cortical tissue from juvenile WT (n = 6) and MYT1L Het (n = 6) animals at P21, when neurogenesis is largely complete, but critical periods in cortical circuit maturation are ongoing. Analysis of KOs was again not possible due to postnatal lethality^12–14^. 

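Clustering in 2 rounds divided the 33118 nuclei into 21059 excitatory, 8663 inhibitory and 3396 non-neuronal nuclei, in 83 clusters. Marker genes named 13 excitatory, 9 inhibitory and 7 non-neuronal cell types, while 27 clusters met no naming criterion and were left out of every cell type. The unnamed clusters held 6248 excitatory, 2128 inhibitory and 389 non-neuronal nuclei. Unnamed nuclei made up 30.8% ± 1.66 (SD, n = 6) of excitatory nuclei in WT and 28.6% ± 2.56 (SD, n = 6) in Het animals (exact permutation test, two-sided, p = 0.132). No cluster came mainly from a single animal, the largest share of a cluster from 1 animal being 42.9%. L6 CT-like nuclei were the most frequent named excitatory cell type with 4355 nuclei, followed by L2/3 IT CTX-like (2741) and L4/5 IT-like (2115) nuclei. Clusters on 30 principal components took the cell type that most of their nuclei had in the main clustering. With these names 94.1% of nuclei kept their cell type. The naming itself raises this share, so it does not test the marker names.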

We analyzed 96,505 nuclei, identifying 19 types of excitatory neurons spanning cortical layers, 11 subtypes of inhibitory neurons, and 8 non-neuronal types using hierarchical correlation mapping and referencing the taxonomies and subclass annotations from the Allen Brain Cell (ABC) Atlas^19^ (Fig. 5A and Supplementary Fig. 4). Analysis of excitatory neuron proportions, revealed significantly fewer upper layer L2/3 IT ENT and L4/5 IT neurons in MYT1L Het cortices compared to WT, with increased numbers of deep layer L6 CT, L6 IT, and L6b CT neurons (Fig. 5B). This is consistent with increased deep layer neuron density in the cortices of P60 Het mice^11^. 

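Shares of excitatory nuclei were computed per animal and tested with limma on logit-transformed values, with Benjamini-Hochberg adjustment over the 13 excitatory cell types. L2/3 IT ENT-like nuclei made up 0.869% ± 0.446 (SD, n = 6) in WT and 0.835% ± 0.266 (SD, n = 6) in Het animals. L4/5 IT-like nuclei made up 10.3% ± 2.40 in WT and 9.73% (range 7.55% to 11.5%) in Het animals. L6 CT-like nuclei made up 19.8% ± 3.77 in WT and 21.9% ± 1.78 in Het animals, with 5 of 6 Het animals above the WT median. L6 IT-like nuclei made up 7.47% ± 1.52 in WT and 7.99% ± 0.743 in Het animals. L6b/CT-like nuclei made up 2.37% ± 0.535 in WT and 2.47% ± 0.446 in Het animals. The L6 CT-like difference, 2.09 percentage points, was larger than the Het SD but not the WT SD, and the others were smaller than both. The adjusted p from limma was 0.897 for each of the 5. The sexes went opposite ways for L6 CT-like (6.20 points in males, −2.01 in females) and L4/5 IT-like nuclei (−3.10 and 1.86). WT males were at 14.8% to 18.1% L6 CT-like nuclei and Het males at 21.5% to 24.9%. By exchange of sex labels neither sex difference passed the correction (adjusted p = 0.218 and 0.326). The unadjusted exact permutation p, two-sided, was 0.247 for L6 CT-like nuclei, 0.533 for L6 IT-like, 0.587 for L4/5 IT-like, 0.732 for L6b/CT-like and 0.887 for L2/3 IT ENT-like nuclei. The largest unadjusted effect among excitatory cell types outside the isocortex was in DG-like nuclei, at 3.31% ± 0.697 in WT and 4.57% ± 1.18 in Het animals (exact permutation p = 0.0519, adjusted 0.675). The L6 IT-like difference changed from 0.522 percentage points higher in Het to −0.0414 without WT female 1. The L2/3 IT ENT-like share was 0.0191 percentage points higher in Het without doublet removal. The difference was −0.465 without the upper limits and the ratio of log genes to log UMIs. It was −0.661 with some unnamed excitatory clusters named by their best score, a setting chosen after the data were seen. With all nuclei as denominator the L6b/CT-like share was −0.0158 percentage points in Het relative to WT.

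**Figure D1:**
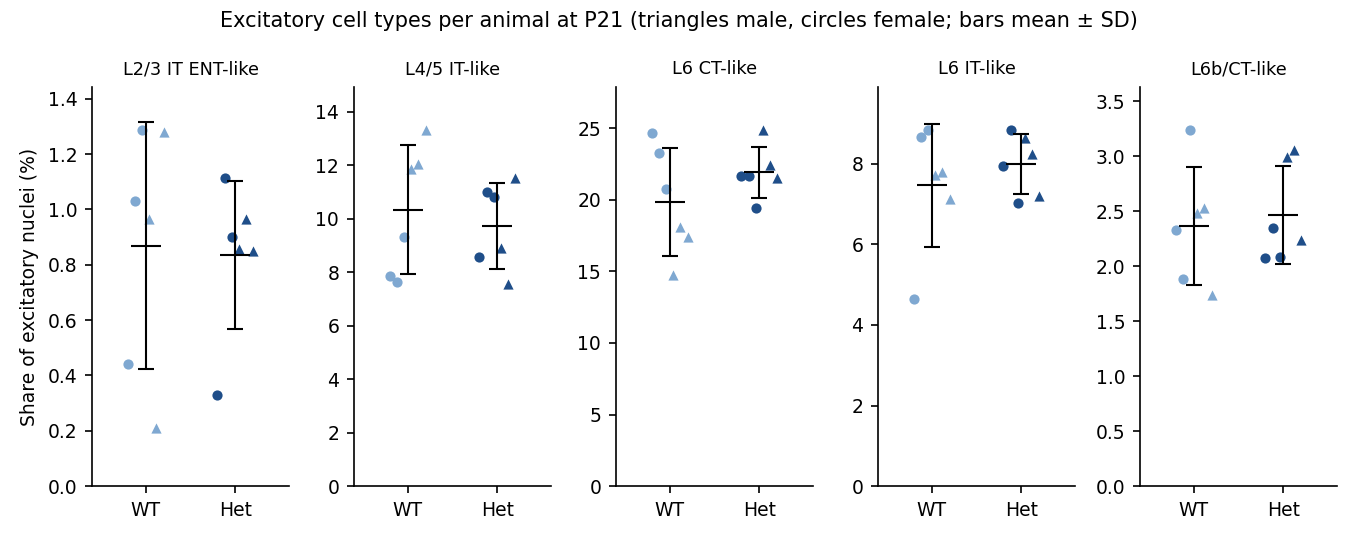
Share of excitatory nuclei (%) per animal for 5 excitatory cell types at P21, by genotype, with triangles for males, circles for females and bars for mean ± SD (n = 6 animals per genotype). The points of both genotypes overlap in each cell type, with WT means of 19.8% and 10.3% for L6 CT-like and L4/5 IT-like nuclei.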

We detected 412 unique cluster pseudobulk DEGs, primarily in excitatory neurons (Fig. 5B, Supplementary Fig. 5, and Supplementary Data 5). 

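Het and WT animals were compared in 23 cell types. The edgeR test called 90 gene and cell type combinations, which were 86 unique DEGs. Excitatory cell types held most of them: L6 CT-like nuclei had 70 DEGs, L4/5 IT-like nuclei 8, L2/3 IT ENT-like nuclei 4 (from 9 animals with enough nuclei), L6 IT-like nuclei 2 and DG-like nuclei 1. Among inhibitory cell types, Sst-like and Vip-like nuclei had 2 DEGs each and Sncg-like nuclei 1. The other cell types had 0 DEGs with edgeR, and between 33 and 565 genes at an unadjusted p under 0.05. In those cell types DESeq2 called 21 DEGs in L2/3 IT CTX-like nuclei, 2 in Lamp5-like nuclei and 1 in L6b/CT-like nuclei. Over all cell types DESeq2 gave 144 unique DEGs. With edgeR, the unique DEGs came to 198 with no filter on low counts and 191 without the upper limits and the ratio of log genes to log UMIs. Drawing 37 nuclei per animal from each of 9 cell types left a mean of 6.1 calls over 10 draws. Leaving out 1 animal at a time gave between 44 and 161 unique DEGs. The animals that moved the count by more than 1.5-fold were WT male 3 (44 without it), WT female 3 (44), Het female 1 (49) and WT female 1 (161). Counts were also simulated from the gene proportions, library sizes and dispersion trend of L6 CT-like nuclei. In these, the test recovered 95.7% of genes with a log2 fold change of 1 and 45.4% of genes with 0.5. It made 4 false calls.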

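Of the 86 unique DEGs, 47 were higher and 39 lower in Het animals, so 54.7% were higher. Among L6 CT-like nuclei 43 DEGs were higher and 27 lower, and the other cell types together had fewer DEGs higher than lower in Het. With DESeq2, 73 unique DEGs were higher and 71 lower in Het (50.7%). Without the upper limits on UMIs and genes and without the ratio of log genes to log UMIs, 126 were higher and 65 lower (66.0%). The majority changed side when 1 of 5 animals was left out, with the lowest share higher in Het, 42.2%, without WT male 2. The values without the others were 42.9% (Het male 3), 48.4% (WT female 1), 48.5% (Het female 3) and 49.3% (Het female 2). The share in the paper's table, 56.6%, lies near the 54.7% found here. Among random groupings of the animals, 10 gave 10 or more DEGs, and all of these leaned further in a single direction. Their larger side held a median of 75.7% of the DEGs and at least 64.7%. A majority of 54.7% is therefore no evidence of de-repression.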

Consistent with E14 and P1 findings, MYT1L Het neurons showed an increased number of upregulated DEGs, indicating de-repression. We observed a progressive increase in DEGs from E14 (5 DEGs) to P1 (89 DEGs) to P21 (412 DEGs) in Hets compared to WT. 

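L6 CT-like nuclei had both the most DEGs and the most counts, with 682557 to 2214962 counts per animal against 237182 to 974304 in L4/5 IT-like nuclei. Below them, DEG number did not follow counts with edgeR. L2/3 IT CTX-like nuclei, with 279039 to 1230101 counts, and Pvalb-like nuclei, with 372350 to 793449, had 0 DEGs. DESeq2 called 21 and 0 DEGs in these cell types. When 37 nuclei were drawn per animal and cell type, L6 CT-like nuclei had a mean of 2.1 DEGs (SD 3.63, 10 draws). L4/5 IT-like nuclei had 1.9 (SD 2.18), L6 IT-like nuclei 0.6, L5 NP-like nuclei 0.5 and L2/3 IT CTX-like nuclei 0.4. Across the 23 cell types, DEG number and nuclei number had a Spearman's rho of 0.291, given without a p because the cell types come from the same animals.

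In L6 CT-like nuclei, Sdk2 (ENSMUSG00000041592.16, chromosome 11 of mm10 from 113776374 to 114067046) was at 346 ± 32.2 CPM (SD, n = 6) in WT and 493 ± 28.3 (SD, n = 6) in Het animals. Its log2 fold change was 0.51 (standard error 0.07, adjusted p = 7.97e-05), between 0.47 and 0.55 with each animal left out in turn. The other DEGs higher in Het with the smallest p were Syt6, Atp2b4, Nptx1 and Kcnip3, with log2 fold changes of 0.48 to 0.57. Syt6 is also on the marker list that named L6 CT-like clusters. Kcnt2 (ENSMUSG00000052726.15, chromosome 1 from 140246158 to 140612067) was at 407 ± 47.4 CPM (SD, n = 6) in WT and 271 ± 17.7 (SD, n = 6) in Het animals. Its log2 fold change was −0.59 (standard error 0.08, adjusted p = 3.24e-05), between −0.65 and −0.55 with each animal left out. Il1rap, Oxr1, Olfm3 and Gabrb2 were the other DEGs lower in Het with the smallest p, with log2 fold changes of −0.49 to −0.34. All 6 Het animals lay on the same side of the WT median for each of these 10 genes. Kcnt2, Kcnip4 and Myh9 were also DEGs in L4/5 IT-like nuclei, with log2 fold changes of −0.39, −0.34 and 0.85, and Oxr1 in Sst-like nuclei, with −0.35.

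**Figure D2:**
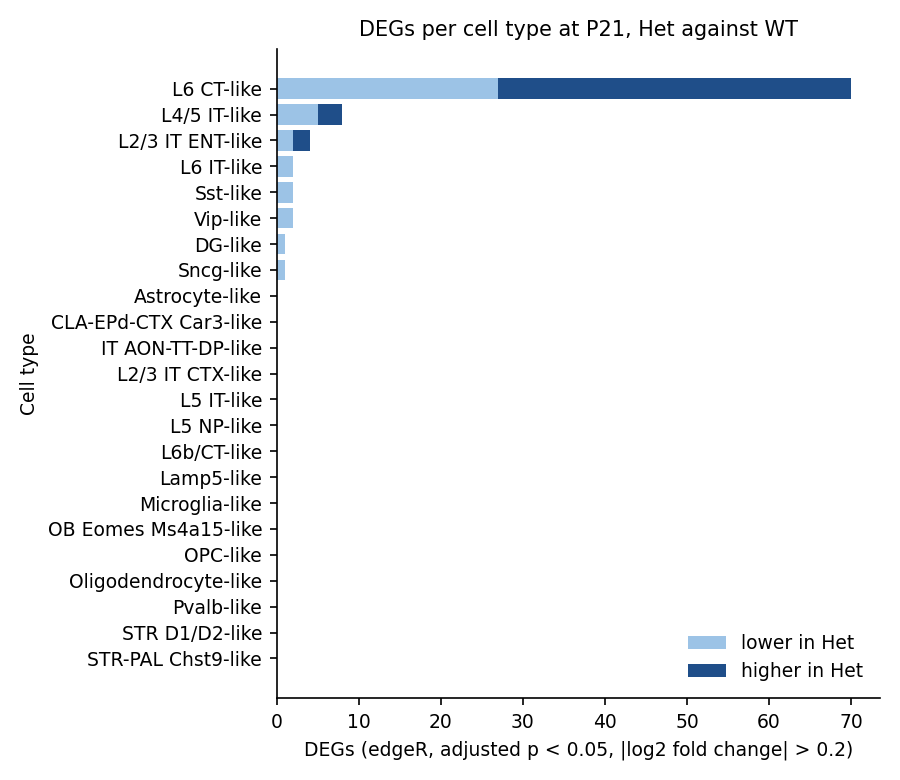
Number of DEGs per cell type at P21 (edgeR, Het against WT), as bars divided into genes lower and higher in Het. L6 CT-like nuclei have 70 DEGs and L4/5 IT-like nuclei 8. Tests used 12 animals, apart from L2/3 IT ENT-like (9), Astrocyte-like (8) and OB Eomes Ms4a15-like nuclei (6).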

L6 neurons were the most affected, with modest effects on L2/3 intrathalamic (IT) and L4/5 IT neurons. 

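The genes that the paper names for P21 were looked up in each cell type, with Rims1 for the gene the paper writes as Rim1. In L6 CT-like nuclei 24 of them were tested. Cdh6 (ENSMUSG00000039385.5, chromosome 15 of mm10 from 13028701 to 13173675) was at 51.6 ± 8.70 CPM (SD, n = 6) in WT and 35.4 ± 5.08 (SD, n = 6) in Het animals, a log2 fold change of −0.54 (adjusted p = 0.0314). Grm3 (ENSMUSG00000003974.6, chromosome 5 from 9485541 to 9725170) was at 632 ± 103 CPM in WT and 462 ± 48.5 in Het animals, a log2 fold change of −0.46 (adjusted p = 0.0085). Smurf1 (ENSMUSG00000038780.14, chromosome 5 from 144876495 to 144965847) was at 119 ± 18.3 CPM in WT and 152 ± 8.92 in Het animals, a log2 fold change of 0.37 (adjusted p = 0.0314).

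These 3 genes were called by edgeR over all genes tested in L6 CT-like nuclei. DESeq2 called Grm3, Smurf1, Robo2 (adjusted p = 0.047), Lrrc4c (adjusted p = 0.0375), Rims1 (adjusted p = 0.015) and Nfix (adjusted p = 0.0265) there, and gave no adjusted p for Cdh6. Adjusted over the list alone, 12 of the 24 genes were called there. The study chose the list on these samples, so the second count is not independent evidence. Among the genes the paper lists as higher in WT, all but Epha6 (0.10) had a negative log2 fold change in L6 CT-like nuclei, from −0.54 for Cdh6 to −0.04 for Gria4. Among those it lists as higher in Het, all but Ptn (−0.11) had a positive one, from 0.02 for Etv5 to 0.37 for Smurf1. In other cell types none of the listed genes was called over all genes tested. Adjusted over the list alone, 5 of 23 were called in L2/3 IT CTX-like, 4 of 20 in L5 IT-like and 3 of 23 in L6 IT-like nuclei. The list gave 3 of 16 in Lamp5-like, 3 of 16 in Vip-like and 2 of 22 in L4/5 IT-like nuclei. DG-like, Pvalb-like and Sncg-like nuclei had 1 each. These counts are not independent evidence either. Gria4 came to a log2 fold change of −0.56 in L5 IT-like nuclei (adjusted p = 0.115), and Etv5 to 0.61 and Nfix to 0.45 in L2/3 IT CTX-like nuclei. In L6b/CT-like nuclei, Epha3 (−0.04), Epha7 (−0.05) and Cntn5 (0.01) differed by less than their standard errors of 0.19, 0.20 and 0.23, and each changed direction under some processing. Ptn did likewise in L5 IT-like nuclei (−0.01, standard error 0.19).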

GO analysis revealed that WT-upregulated DEGs were associated with axon guidance (*Epha3*, *Epha5*, *Epha6*, *Epha7*, *Slit2*, and *Robo2*), synapse organization (*Cdh6*, *Cdh9*, *Sema3a*, *Cntn5*, and *Lrrc4c*), and neurotransmission (*Gria4*, *Glra2*, *Rim1*, and *Grm3*) (Fig. 5C), while Het-upregulated genes were enriched in nervous system development pathways (*Pak1*, *Numbl*, *Etv5*, *Smurf1*, *Bcl2*, *Nfix*, and *Ptn*) (Fig. 5D). This analysis suggests that MYT1L Het excitatory neurons remain transcriptionally immature compared to WT, demonstrating that neurodevelopmental deficiencies in Hets commence during embryonic development and persist and expand into early postnatal development.

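The genes that the paper's E14 comparison lists as always higher in KO (600 genes, all found here) or always lower in KO (285 genes, 283 found) were tested as sets at P21 with camera on limma's voom values. The E14 animals are other animals than these. The sets are called E14-repressed and E14-activated genes here. Both sets were tested in 23 cell types, with adjustment over cell types and sets. The E14-repressed genes were called in 0 cell types. Their smallest adjusted p was 0.142, in L6b/CT-like nuclei (median log2 fold change 0.05) and Lamp5-like nuclei (0.05). In L6 CT-like nuclei their median log2 fold change was 0.0046 and 228 of 445 genes were higher in Het.

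The E14-activated genes were called as lower in Het in 10 cell types: Microglia-like, Pvalb-like, L5 NP-like, Vip-like, DG-like, Sst-like, STR-PAL Chst9-like, L4/5 IT-like, L6 CT-like and L5 IT-like nuclei. Their medians in the neuronal cell types included −0.12 in STR-PAL Chst9-like (adjusted p = 0.00854), −0.03 in L6 CT-like (adjusted p = 0.0225), −0.05 in L4/5 IT-like (adjusted p = 0.0131) and −0.07 in L5 NP-like nuclei (adjusted p = 0.00136). Microglia-like nuclei had the largest median, −0.26, where neuronal marker UMIs were 5.37‰ ± 2.71 (SD, n = 6) in WT and 3.67‰ ± 1.30 (SD, n = 6) in Het animals. Of these calls, fry kept those in L5 NP-like and DG-like nuclei, and camera with an estimated correlation kept those in L5 NP-like and Pvalb-like nuclei. With WT male 1 left out 4 cell types had a call, and without WT male 3 there were 6. The median, the mean and the direction of the test differed in sign in some cell types, none with an adjusted p below 0.849. From the functions of the DEGs at P21, the paper proposes that Het excitatory neurons stay less mature than WT neurons, and reasons that deficits which begin in the embryo last and widen after birth.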

**Fig. 5:**
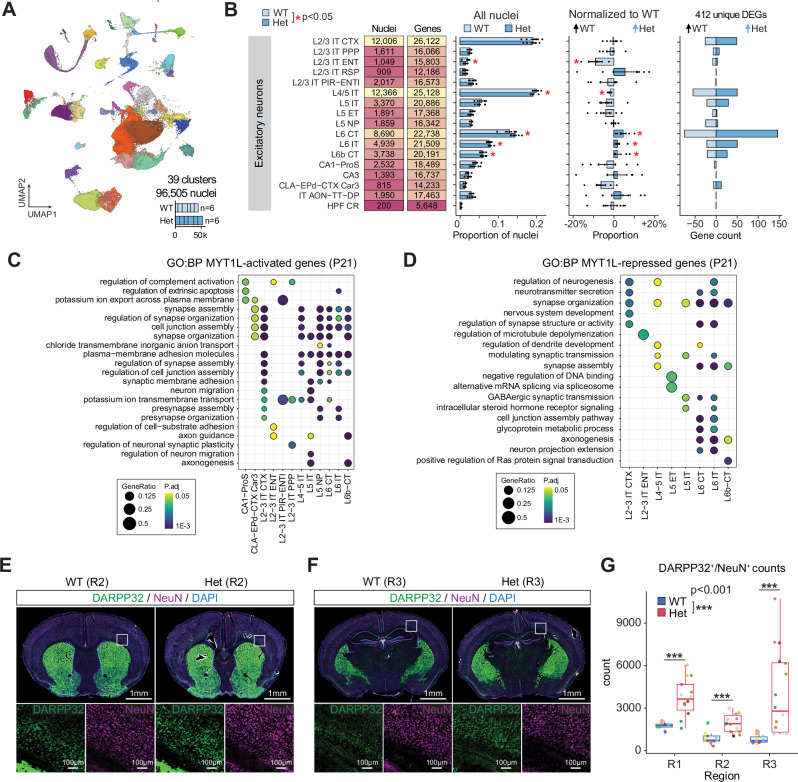
Sensitivity of excitatory neurons persist throughout neurodevelopment to P21. **A** UMAP projection showing 96,505 nuclei in 39 clusters from the cortex of P21 MYT1L WT (n = 6) and Het (n = 6) animals. **B** From left to right: summary plot showing the numbers of nuclei and genes detected in each cluster; bar plot displaying the mean ± SEM relative proportions of nuclei in each annotated cluster for MYT1L WT and Het genotypes; mean ± SEM proportions of Het normalized to WT; and number of differentially expressed genes (DEGs) per cell type upregulated in WT (light blue; n = 6 biological replicates) and upregulated in Het (blue; n = 6 biological replicates). Dot plots showing enriched GO biological processes terms in (**C**) MYT1L-activated (decreased expression in Het) and (**D**) MYT1L-repressed (increased expression in Het) DEGs. Overrepresentation of genes within GO terms was determined using a one-sided hypergeometric test, with p values adjusted for multiple testing using the Benjamini-Hochberg method. **E**, **F** Representative immunofluorescence images of brain sections from WT and MYT1L Het mice from a medial region (R2) and posterior (R3) region of the cortex. Upper panels show whole-brain sections stained for DARPP32 (green), NeuN (magenta), and DAPI (blue). Lower panels show higher magnification of the boxed areas in the upper panels, showing DARPP32 and NeuN staining separately. **G** Box plots showing quantification of DARPP32 and NeuN double-positive cell counts in three cortical regions (R1, R2, and R3) of WT and MYT1L Het mice. Each dot represents a counted section and is color-coded by animal. Box plots show median (center line), interquartile range (box), and whiskers extending to 1.5 times the interquartile range. Statistical significance was assessed using a linear mixed model comparison to test the effect of genotype while accounting for section differences and individual mouse variability. Significance is indicated by asterisks (***FDR adjusted p < 0.001, ANOVA).

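Among inhibitory nuclei at P21, 1333 nuclei formed clusters with markers of striatal projection neurons and are called STR D1/D2-like here. They made up 3.04% ± 0.950 (SD, n = 6) of all nuclei in WT and 4.84% ± 0.590 (SD, n = 6) in Het animals, a ratio of 1.59. All 6 Het animals lay above the WT median. The adjusted p from limma over the inhibitory and non-neuronal cell types was 0.0618, and an exact permutation test gave p = 0.0065 (two-sided, adjusted p = 0.104), so the difference did not pass the correction. It passed with the arcsine square-root transform (adjusted p = 0.023), without doublet removal (adjusted p = 0.0477) and with WT female 2 left out. DARPP32 is encoded by Ppp1r1b (ENSMUSG00000061718.12, chromosome 11 of mm10 from 98348404 to 98357796), which had 378 counts over all nuclei, 52.4% of them in STR D1/D2-like nuclei. Over all nuclei it was at 2.62 ± 0.410 CPM (SD, n = 6) in WT and 4.09 ± 1.02 (SD, n = 6) in Het animals, a log2 fold change of 0.63 (standard error 0.18, adjusted p = 0.453 with edgeR). Without the STR D1/D2-like nuclei its log2 fold change was 0.23 (standard error 0.26), and in excitatory nuclei 0.15 (standard error 0.29).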

Intriguingly, we also observed a consistent increase in the proportion of DARPP32-positive striatal inhibitory neurons in MYT1L Het cortex at E14 (Fig. 1J), P1 (Fig. 4B), and P21 (Supplementary Fig. 5). This observation is unlikely to be an artifact of striatal tissue contamination during cortical dissections, given the consistent proportion difference between Het and WT samples across biological replicates at three time points. 

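At P21, the STR D1/D2-like share of all nuclei ranged from 2.19% to 4.57% in the WT animals and from 3.93% to 5.46% in the Het animals. A second cell type of striatum and pallidum, STR-PAL Chst9-like, made up 1.33% ± 0.640 (SD, n = 6) of nuclei in WT and 1.54% ± 0.580 (SD, n = 6) in Het animals (exact permutation test, two-sided, p = 0.558). The log2 ratio of the STR D1/D2-like share to the STR-PAL Chst9-like share was 1.27 ± 0.49 (SD, n = 6) in WT and 1.77 ± 0.65 (SD, n = 6) in Het animals (exact permutation test, two-sided, p = 0.173). Across the 6 WT animals the shares of these cell types had a Pearson's r of 0.618 (exact permutation p = 0.188) and a Spearman's rho of 0.657 (p = 0.175), with r 0.677 without the 2 animals farthest from the median. Across the 6 Het animals r was 0.368 (exact permutation p = 0.488) and rho 0.0286 (p = 1.0), with r −0.496 without the 2 farthest animals. These are among 8 such relations tested, and the adjusted p for r was 0.785 for each. From the difference between genotypes across replicates and ages, the paper considers contamination with striatal tissue an unlikely source.

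**Figure D3:**
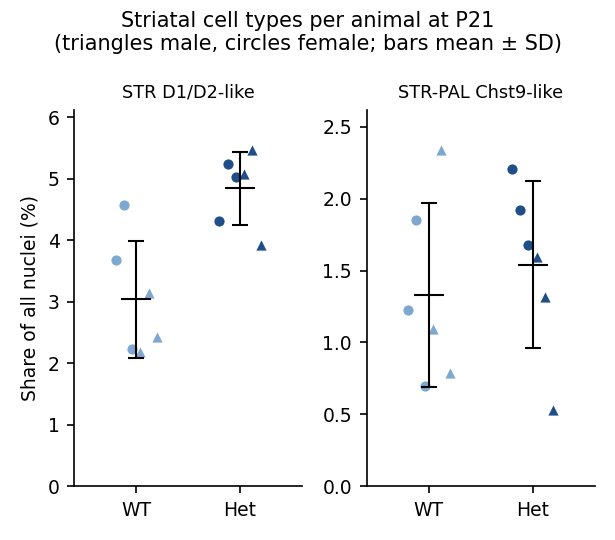
Share of all nuclei (%) per animal for STR D1/D2-like and STR-PAL Chst9-like nuclei at P21, by genotype, with triangles for males, circles for females and bars for mean ± SD (n = 6 animals per genotype). The STR D1/D2-like shares of the Het animals start at 3.93%, above the WT mean of 3.04%.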

We hypothesized that MYT1L deficiency might result in the mis-localization of these cells during development, causing them to migrate to the cortex instead of their typical striatal destination. To validate this finding and gain spatial information not captured by snRNAseq, we performed immunofluorescence staining to directly visualize and quantify the distribution of DARPP32 and NeuN double-positive neurons in situ from three different regions spanning the cortex (Fig. 5E, F). We confirmed the increase in DARPP32 and NeuN double-positive neurons in the deep layer of the cortex (Fig. 5G), validating the snRNAseq results and offering insight into the potential migration defects associated with MYT1L deficiency. Further investigation is needed to elucidate the mechanisms underlying this phenomenon.

### Disruptions in excitatory neurons are detectable across all timepoints

To deepen our understanding of the developmental progression from E14 progenitors to the end of neurogenesis at P1 to terminally differentiated cell types at P21, we integrated the three datasets together, analyzing a total of 412,132 nuclei. Integrated UMAP visualization revealed distinct clusters corresponding to major cell classes, including progenitors, excitatory and inhibitory neurons, glia, and other non-neuronal cell types. The 54 identified clusters showed clear developmental progression from E14 to P21, reflecting the maturation of various cell types over time (Fig. 6A). Analysis of cell class proportions across developmental stages confirmed the expected decrease in proportion of progenitor cells while excitatory and inhibitory neuron populations increased from E14 to P21, consistent with the progression of neurogenesis and maturation. (Fig. 6B). Focusing on the excitatory neurons, we observed a shift from immature to mature neurons across development in both genotypes. However, MYT1L Het animals showed subtle but consistent alterations in the proportions of deep layer (DL) and upper layer (UL) excitatory neurons (Fig. 6C).

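Of the 3 ages, P21 was analysed here. Deep layer neurons were taken as the L5 IT-like, L5 NP-like, L6 CT-like, L6 IT-like and L6b/CT-like nuclei, and upper layer neurons as the L2/3 IT and L4/5 IT cell types. Deep layer nuclei made up 36.8% ± 3.69 (SD, n = 6) of excitatory nuclei in WT and 39.2% ± 2.38 (SD, n = 6) in Het animals, 2.42 percentage points higher in Het (exact permutation test, two-sided, p = 0.197; adjusted p = 0.491 from limma). Upper layer nuclei made up 23.9% ± 4.91 (SD, n = 6) in WT and 23.4% ± 3.03 (SD, n = 6) in Het animals (exact permutation test, two-sided, p = 0.818; adjusted p = 0.876 from limma). The deep layer difference was slightly larger than the Het SD but not the WT SD, and the upper layer difference was smaller than both. The upper layer difference changed direction when any of 4 males was left out, and was 0.631 percentage points higher in Het without WT male 3.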

**Fig. 6:**
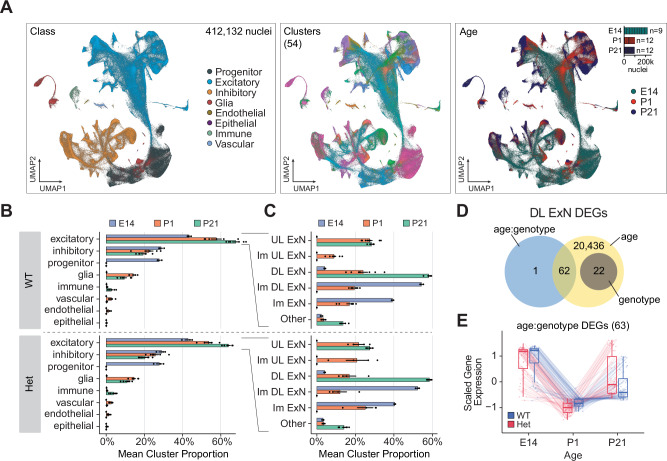
Integrated analysis of MYT1L deficiency across neurodevelopment. **A** UMAP projection showing integrated data of 412,132 nuclei from E14, P1, and P21 datasets. Left panel: nuclei colored by cell classes. Middle panel: nuclei colored by 54 distinct clusters. Right panel: nuclei colored by developmental stage. **B** Mean ± SEM proportions of major cell classes across developmental stages in WT (top; n = 17 animals) and Het (bottom; n = 13 animals). **C** Mean ± SEM proportions of excitatory neuron subtypes across developmental stages in WT (top; n = 17 animals) and Het (bottom; n = 13 animals). UL ExN: upper layer excitatory neurons, DL ExN: deep layer excitatory neurons, Im: immature. **D** Venn diagram showing the number of differentially expressed genes identified by pseudobulk analysis in deep layer excitatory neurons (DL ExN) associated with age, genotype, and age:genotype interaction. **E** Expression patterns of genes showing significant age:genotype interaction across developmental stages in WT (blue) and Het (red) animals. Each line represents a gene, with box plots showing the distribution of scaled gene expression values. Box plots show median (center line), interquartile range (box), and whiskers extending to 1.5 times the interquartile range.

To assess the transcriptional impact of MYT1L deficiency across development, we performed pseudobulk differential expression analysis on 80,866 deep layer excitatory neurons (DL ExN). We identified a total of 20,521 DEGs, with the vast majority associated with developmental stage (age) (Fig. 6D). Importantly, we found 63 DEGs showing an interaction between age and genotype. Further examination of the age:genotype interaction DEGs revealed distinct expression patterns across development for WT and Het animals (Fig. 6E). Some of these genes showed increased expression at P21 similar to E14 levels, such as NCOR2, SKI, and SMURF1, which are negative regulators of TGF-beta signaling^40,41^. This would likely result in significant suppression of TGF-beta signaling, potentially leading to disruptions in differentiation, maturation, and migration. 

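In the P21 animals, Ski (ENSMUSG00000029050.15, chromosome 4 of mm10 from 155154075 to 155222592) was at 97.3 ± 13.4 CPM (SD, n = 6) in WT and 112 ± 15.6 (SD, n = 6) in Het L6 CT-like nuclei, with a log2 fold change of 0.20 (standard error 0.10, adjusted p = 0.539 with edgeR) and 5 of 6 Het animals above the WT median. In L6 IT-like nuclei the log2 fold changes were 0.19 for Ski and 0.29 for Smurf1. In L6b/CT-like nuclei Smurf1 had a log2 fold change of 0.41 (standard error 0.19, adjusted p = 0.834) and Ski one of −0.05 (standard error 0.22). E14 levels were not analysed here.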

Further investigation is needed to determine the extent and cellular context of the overexpression, as well as potential compensatory mechanisms activated in response to these changes.

The integrated analysis across multiple developmental timepoints reveals persistent and dynamic effects on cortical development. The alterations in cell type proportions, particularly in excitatory neuron subtypes, coupled with the mis-localization of DARPP32-positive neurons, highlight the critical role of MYT1L in proper neuronal migration and positioning. The transcriptional changes observed, especially those showing age-genotype interactions, underscore the complex and long-lasting impact of MYT1L deficiency on gene expression programs. The potential disruption of TGF-beta signaling suggests consequences for neuronal maturation. These findings not only elucidate the molecular and cellular mechanisms underlying MYT1L syndrome but also provide insights into the broader processes governing cortical development and the establishment of neuronal identity.

## Discussion

In this study, we analyzed the transcriptomes of 412,132 nuclei across neurodevelopment in a model of MYT1L mutation, delineating the molecular and cellular consequences of loss of MYT1L. The massively parallel barcoding technology enabled cost-effective integration of multiple biological replicates per genotype at each time point, minimizing false discoveries and artifacts associated with snRNAseq data sparsity. By leveraging single-cell atlases of the mouse brain as references, we have advanced our understanding of how the disruption of a single transcription factor can perturb neurodevelopment and maturation processes.

Analysis of the developmental trajectory at E14, P1, and P21 led us to propose a unifying theory: MYT1L deficiency causes progenitors to first precociously differentiate, then mature slowly into functional neurons, with deep layer excitatory neurons being particularly susceptible. At E14, this slowed maturation results in fewer deep layer neurons compared to WT. MYT1L deficiency may lead to a premature fate switch in some progenitors due to altered expression of temporal identity genes that regulate the transition from generating deep to upper layer neurons. This may explain the continued decrease in deep layer neurons and increased proportion of upper layer neurons at P1. 

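The deep layer share at P21 was summed over 5 cell types of layers 5 and 6. The L5 cell types differed little, with L5 IT-like nuclei at 3.03% ± 0.748 (SD, n = 6) of excitatory nuclei in WT and 2.82% ± 0.538 (SD, n = 6) in Het animals, and L5 NP-like nuclei at 4.11% ± 0.482 in WT and 4.03% ± 0.296 in Het animals. By sex, the deep layer share was 33.6% ± 1.17 (SD, n = 3) in WT males and 40.3% ± 2.54 (SD, n = 3) in Het males, and 40.0% ± 1.61 (SD, n = 3) in WT females and 38.1% ± 2.01 (SD, n = 3) in Het females. Het males ranged from 38.4% to 43.2% and WT males from 32.4% to 34.7%.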

Intriguingly, at P21, we observe greater proportions of deep layer neurons in the MYT1L Hets, consistent with histology analysis^11^, possibly due to a selective survival advantage during the postnatal wave of apoptosis. Further investigation into cell death patterns across cortical layers during development is needed.

Our results demonstrate that MYT1L deficiency causes a delay in neuronal maturation at E14 and P1, with dysregulation of maturation-related regulatory programs persisting through P21. The progressive increase of DEGs in Hets across these timepoints suggests that the consequences of MYT1L deficiency are sustained beyond the peak of MYT1L expression. This temporal progression can suggest two key implications: first, an amplification of indirect effects, where MYT1L’s role as a transcriptional regulator could initiate a gradually expanding network of indirect effects on gene expression as development proceeds; and second, there may be a prolonged potential window for postnatal therapeutic interventions, given the continued increase in the effects of MYT1L deficiency after birth. Our findings reveal that MYT1L functions predominantly as a transcriptional repressor, modulating gene expression programs linked to key developmental processes such as axon guidance, neuron migration, and cell fate commitment. MYT1L-repressed pathways exhibited gene dose-responsiveness, while MYT1L-activated genes, primarily involved in synaptic function and neurotransmission, showed greater tolerance to haploinsufficiency. The dysregulated genes were enriched for TFs and epigenetic regulators, potentially triggering a cascade of downstream effects stemming from MYT1L perturbation. Using a brain region and age-matched MYT1L CUT&RUN dataset, we observed that most effects at E14 were indirect, with the percentage of direct effects increasing at P21. However, since MYT1L recruits the SIN3B deacetylation complex, many “indirect” regulatory targets identified by CUT&RUN may actually represent direct responses to earlier, unmeasured binding events, as deacetylated histones can maintain repressive epigenetic “memories”^42^. A deeper analysis of histone states could help disentangle this phenomenon. Nonetheless, these findings highlight the cell type-specific and developmental stage-specific nature of MYT1L’s function, demonstrating its critical role in orchestrating neuronal maturation and gene expression during brain development.

To date, three transgenic mouse models disrupting different exons of MYT1L converge on a hyperactivity phenotype, while other behavioral outcomes vary, likely due to differences in assessment methods^12,13,15^, or differences in the molecular consequence of each mutation. Weigel et al.^14^ performed scRNAseq on the neonatal (P0) forebrain tissue from the mouse model described in Wohr et al.^15^ Unlike our model, where MYT1L homozygous KOs are not viable postnatally and die at birth, their KO animals survive the first few days of postnatal development, allowing for P0 analysis. They observed a decreased number of newly formed neurons in the subventricular zone and increased expression of non-neuronal gene expression programs in KOs, potentially disturbing neuronal identity. Consistent with their findings, we noted a slight upregulation of mouse embryonic fibroblast (MEF) signature genes at P21 in Hets, albeit with a minor effect size. Both studies identified L5/6 neurons as having the greatest number of DEGs. Interestingly, Weigel et al. also observed a moderate increase in the proportion of striatal inhibitory neurons in MYT1L Hets, aligning with our findings. A table summarizing results from this, and previous studies can be found in Supplementary Table 1. Additional experiments are needed to fully interpret these observations and their implications for cortical development in the context of MYT1L deficiency.

While MYT1L is a neuron-specific TF, it had been uncertain whether its loss may exert non-cell autonomous effects on surrounding glia during postnatal development. Our analysis revealed a relatively higher proportion of oligodendrocytes and microglia in P1 and P21 MYT1L Hets compared to WT, but we did not detect any DEGs in these cell types. However, with relatively low numbers of cells and gene counts in these clusters, there may be differences below our threshold to detect. These findings suggest the possibility of MYT1L-mediated effects on oligodendrocyte and microglia numbers, yet further investigations with increased cell numbers are needed to elucidate the nature and extent of these effects. 

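At P21, oligodendrocyte-like nuclei (1598 in all) made up 4.63% ± 2.64 (SD, n = 6) of all nuclei in WT and 5.50% ± 1.90 (SD, n = 6) in Het animals, with an adjusted p of 0.706 from limma (exact permutation p = 0.513, two-sided). Microglia-like nuclei (280 in all) made up 0.999% ± 0.284 (SD, n = 6) in WT and 0.768% ± 0.361 (SD, n = 6) in Het animals, with an adjusted p of 0.609 (exact permutation p = 0.251, two-sided). WT male 2, at 1.57%, lay above the other WT animals (0.788% to 0.924%), and without it the difference of the Microglia-like share shrank from −0.230 to −0.116 percentage points. A further 362 nuclei held microglial markers together with neuronal transcripts and were left unnamed. With them included, an alternative chosen after the data were seen, the share was 2.08% ± 0.409 in WT and 1.92% ± 0.888 in Het animals (exact permutation p = 0.686, two-sided). P1 was not analysed here. For oligodendrocyte-like nuclei edgeR called 0 DEGs among 4725 genes, of which 214 had an unadjusted p under 0.05. For microglia-like nuclei it called 0 among 1622 genes, of which 71 had an unadjusted p under 0.05. DESeq2 also called 0 in both. With no filter on low counts edgeR called 1 gene in oligodendrocyte-like and 3 in microglia-like nuclei. Counts per animal ran from 71502 to 565877 in oligodendrocyte-like and from 29512 to 127565 in microglia-like nuclei.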

What was abundantly clear in our data at both time points was the profound, cell type-specific transcriptional responses to MYT1L deficiency, especially in deep layer excitatory neurons.

A striking observation from our analysis of pseudobulk DEGs reveals that around 15% of these DEGs overlap with SFARI gene candidates and display significant dysregulation in deep layer excitatory neurons, particularly the L5-6 ExN_1, L5-6 ExN_2, and Im L6 ExN clusters (Supplementary Fig. 2). Interestingly, expression levels of these genes were elevated in KOs compared to WTs, hinting at the possible loss of a repressive mechanism. Despite the majority of these genes not being identified as direct targets in the E14 MYT1L CUT&RUN analysis, it is important to note that the CUT&RUN dataset only includes gene targets based on MYT1L occupancy in promoter regions, omitting potential targets influenced by distal regulatory elements, as it remains challenging to systematically link long-distance enhancers to specific gene targets. Nevertheless, the observed differential expression allows us to hypothesize that MYT1L may function as a transcriptional regulator, influencing SFARI gene expression directly or indirectly, or through mechanisms like epigenetic memory. Ultimately, the disrupted pathways we’ve identified represent a core set of pathways that are critical for proper neurodevelopment.

While our study provides valuable insights into the role of MYT1L in neurodevelopment, it is important to acknowledge its limitations. Massively parallel barcoding has significantly enhanced snRNAseq throughput, but even greater numbers of nuclei are needed to fully capture the complexity of cortical development. Our analysis of over 400,000 nuclei demonstrates specificity in the differences we have identified, but it may lack sensitivity due to limitations inherent to single-cell/nucleus technology. There may be additional cell types or subtle changes in cell type proportions that could only be detected by analyzing an even larger number of nuclei. This limitation in sensitivity is analogous to the challenge single-cell methods face in detecting differentially expressed genes. This is particularly crucial when examining the consequences of MYT1L, where the effect size of haploinsufficiency is subtle and varies across cell types and developmental stages. Our P1 dataset exemplifies this challenge, with relatively less statistical power due to an imbalanced sample size. Additionally, the comparison of WT to Het animals further reduce the effect size. In contrast, our E14 dataset, comparing WT to KO, contained nearly 2.2 times the number of nuclei with a greater effect size and consequently yielded more differentially expressed genes. The P21 dataset, while also comparing WT to Het, does not have the variation associated with developmental trajectories, and thus we were powered to detect smaller changes. This underscores the need for greater depth in single-cell studies of neurodevelopmental disorders to detect nuanced effects. Increased resolution could potentially reveal additional cell type-specific responses to MYT1L deficiency and provide a more comprehensive understanding of its impact across all cortical layers and cell types. Future studies with even greater cellular depth and more biological replicates could further refine our findings and potentially uncover additional nuances in the developmental trajectories affected by MYT1L mutation.

In conclusion, our comprehensive analyses across developmental stages underscore the pivotal role of MYT1L in neuronal maturation and development. These findings reveal that the developmental trajectory and transcriptional landscape of excitatory neurons are markedly altered by MYT1L deficiency, with effects persisting from early neurogenesis through adolescence. This study not only advances our understanding of the genetic and molecular foundations of neuronal development but also demonstrates how we can deeply characterize genetic perturbations at scale to investigate the enduring impact of NDD associated mutations on the maturation and function of the brain.

## Methods

All animal studies were approved by and performed in accordance with the guidelines of the Animal Care and Use Committee of Washington University in Saint Louis, School of Medicine (Protocol 23-0138) and conformed to NIH guidelines for the care and use of laboratory animals.

### Animals and tissue collection

Animals were housed in controlled environments with a 12:12-h light-dark cycle, constant temperature (20–22 °C) and relative humidity (50%), and *ad libitum* access to standard laboratory diet and water. The C57BL/6-*Myt1l*^*em1Jdd*^/J (Myt1l S710fsX^12^; Jackson Laboratories 036428) line was maintained with breeding pairs consisting of a Myt1l Het and an in-house C57BL/6 J mouse. In-depth molecular and behavioral characterization of the mice is previously published^12^. The transgenic line was refreshed every 8–10 generations by backcrossing to freshly obtained C57BL/6 J males and females from Jackson Laboratories. Upon weaning at P21, the animals were group-housed by sex and genotype. To obtain homozygous embryos, timed pregnant Myt1l Het x Het breeding pairs were set up, with the first morning after finding a vaginal plug considered E0.5.

To harvest E14-14.5 embryos, the pregnant dams were deeply anesthetized with isoflurane followed by decapitation. Death was confirmed by absence of pulse, breathing, and response to firm toe pinch. The embryos were rapidly dissected in HBSS on ice and decapitated. The brains were extracted, meninges were removed, forebrains dissected, flash frozen in liquid nitrogen, and stored at −80 °C. Tail tissue was collected for gDNA isolation and genotyping. The forebrains from P1 pups and cortical tissue from P21 pups were similarly collected and stored at −80 °C. For the E14 cohort, mixed sexes from 3 biological replicates per WT, Het, and KO genotypes were used, totaling 9 samples. The P1 and P21 cohorts included only WT and Het animals, as KOs are not viable postnatally. The P1 cohort consisted of 12 animals, with 8 WT (5 male, 3 female) and 4 MYT1L Het (3 male, 1 female). The P21 cohort consisted of 12 animals: 3 male WT, 3 female WT, 3 male MYT1L Het, and 3 female MYT1L Het.

### Genotyping

Tissue (tail biopsy, ear punch, or toe clipping) was obtained from each animal and placed in a PCR tube. To confirm the genotype from processed nuclei samples, 2 μl nuclei suspension was added to a PCR tube. 100 μl lysis buffer (25 mM NaOH, 0.2 mM EDTA, pH 12) was added to each tube and incubated at 99 °C for 60 min in a thermocycler. Once the samples cooled to room temperature, 100 μl 40 mM Tris-HCl pH 5 was added to neutralize the alkaline lysis buffer. The crude lysate containing genomic DNA (gDNA) was stored at 4 °C. Three reactions were performed for each animal to genotype the MYT1L WT allele (For: 5′-ATGTCGCAGTAGCCAAGTC-3′, Rev: 5′-TCTTGCTACACGTGCTACT-3′), MYT1L mutant allele (For: 5′-ATGTCGCAGTAGCCAAGTC-3′, Rev: 5′-TCTTGCTACACGTACTGGA-3′), and SRY (For: 5′-TTGTCTAGAGAGCATGGAGGGCCATGTCAA-3′, Rev: 5′-CCACTCCTCTGTGACACTTTAGCCCTCCGA-3′) to determine sex. The PCR conditions for genotyping with allele specific PCR primer pairs involved mixing 1 μl of the crude gDNA with 5 μl Phusion High-Fidelity PCR Master Mix, 1 μl 10 μM MYT1L WT or mutant F/R primer mix, 1 μl 10 μM B-actin F/R primer mix (For: 5′-AGAGGGAAATCGTGCGTGAC-3′, Rev: 5′-CAATAGTGATGACCTGGCCGT-3′), and 2ul ddH2O. Thermocycling conditions were as follows: 98 °C for 3 min; 35 cycles of: 98 °C for 10 s, 61 °C for 20 s, 72 °C for 20 s; 72 °C for 5 min; and 4 °C hold. For SRY, 1 μl crude gDNA was added to a master mix containing 5ul OneTaq Quick-Load 2X Master Mix, 1 μl 10 μM SRY F/R primer mix, 1 μl 10 μM B-actin primer mix, and 2 μl ddH2O. Thermocycling conditions were as follows: 94 °C for 3 min; 35 cycles of: 94 °C for 10 s, 60 °C for 20 s, 68 °C for 20 s; 68 °C for 5 min; and 4 °C hold. Multiplexing B-actin not only confirms the presence of gDNA but also minimizes non-specific amplification of the MYT1L mutant band in WT samples. PCR products were run on a 1% agarose gel and visualized with GelRed.

### Injection of AAV-calling cards reagents

Calling Cards is a method to longitudinally record protein-DNA interactions over time in tissues^43–45^. The constructs hyPB and H2b-tdT-SRT (Addgene 203393) were packaged into AAV9 viral particles by the Hope Center Viral Vectors Core at Washington University. The titer was determined by qPCR and standardized to 1 × 10^13^ vg/ml. A step-by-step protocol for transcranial injections is described in Yen et al.^45^. Briefly, the AAVs were mixed 1:1 and transcranially injected into the ventricles of P0-1 pups from MYT1L WT x Het breeding pairs. At P7, toe tissue was collected for genotyping. At P21, the animals were deeply anesthetized with isoflurane and perfused with ice cold DPBS. The brain was harvested, tdTomato fluorescence was verified using a handheld fluorescence flashlight (Nightsea Xite-GR), the cortex was dissected, and the tissue was flash frozen in liquid nitrogen and stored at −80 °C. The tissue was processed following the “nuclei isolation and fixation” section below.

### Nuclei isolation and fixation

In this study, nuclei from E14, P1, and P21 prefrontal cortices were isolated from flash frozen tissue. The samples for this study were randomly selected from available banked tissue across 3 litters of E14 animals, 4 litters of P1 animals, and 4 litters of P21 animals that have been grouped by genotype. Blinding was not used since we needed to determine which samples to process. The brain tissues were Dounce homogenized in ice-cold homogenization buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 1 mM DTT, 1X complete EDTA-free Protease Inhibitor (Roche 4693132001), and 0.2U/ul RNasin Inhibitor (Promega N2515)) using a 2 ml KIMBLE KONTES Dounce Tissue Grinder (DWK 885300-002) with 15 strokes with the “A” large clearance pestle, followed by 15 strokes of the “B” small clearance pestle. The homogenate was transferred to a 15 ml centrifuge tube. Walls of the homogenizer tubes were washed with 1 ml of homogenization buffer and combined with the homogenate in the 15 ml tube. The nuclei were pelleted by centrifugation in a swinging bucket rotor (Eppendorf S-4-104) at 500 × *g* for 5 mins at 4 °C. The supernatant was aspirated and discarded.

For E14 and P1 samples, the pellets were washed twice with 1 ml nuclei wash buffer (DPBS, 1% BSA, and 0.2 U/μl RNase inhibitor), filtered through a 40 μm Flowmi cell strainer (Sigma-Aldrich BAH136800040), and manually counted using a hemocytometer with Trypan Blue or propidium iodide (Biotium 40017).

For P21 samples, the pellets after the first centrifugation were resuspended in 1 ml homogenization buffer. Density gradient centrifugation was performed to purify the nuclei from cellular debris and myelin generated during tissue dissociation. A 50% iodixanol-PBS working solution was prepared by diluting the stock solution of 60% w/v Optiprep (Sigma-Aldrich D1556) with DPBS (ThermoFisher 14190136). A 35% (w/v) iodixanol solution was made by diluting the 50% iodixanol with DPBS. To make the 25% Iodixanol layer, 1 ml 50% iodixanol was added to 1 ml of the homogenate containing the nuclei and debris. This was carefully layered on top of 2 ml 35% iodixanol in a clear polycarbonate tube (Beckman Coulter 355672) and centrifuged using an Allegra 64R (Beckman Coulter 367586) at 10,000 × *g* for 30 min at 4 °C in a S0410 swinging bucket rotor (Beckman Coulter 364660) with no braking. After the centrifugation, myelin, and cellular debris remaining at the top of the 25% iodixanol layer were aspirated and discarded. The purified nuclei at the interface of the 25% and 35% iodixanol layers were collected using a low retention P1000 pipette and transferred to a clean 15 ml centrifuge tube. The volume was brought up to 6 ml with nuclei wash and resuspension buffer and pelleted by centrifuging at 500 × *g* for 5 min at 4 °C. The supernatant was carefully removed, washed once with nuclei wash buffer to ensure removal of carryover iodixanol, filtered through a 40 μm Flowmi cell strainer, and manually counted using a hemocytometer with Trypan Blue or propidium iodide.

The ScaleBio Sample Fixation Kit (Scale Biosciences 2020001) was used to fix the nuclei. For E14 and P21 samples, 500 k–2.5 M nuclei were resuspended in 500 μl calcium and magnesium-free DPBS and used as input according to the manufacturer’s standard fixation protocol. For P1 samples, 100–300 k nuclei were resuspended in 50 μl calcium and magnesium-free DPBS and used as input according to the manufacturer’s low sample input protocol. After fixation, the nuclei were manually counted once more and checked for quality using a microscope with a 60× objective. The nuclei were then stored at −80 °C until all samples have been collected and fixed.

### Single-nucleus RNAseq library preparation and sequencing

Libraries were prepared from fixed E14, P1, and P21 nuclei separately. For the E14 cohort, a total of 9 samples (3 biological replicates of a mix of males and females per MYT1L WT, Het, and KO genotypes) were used. For the P1 cohort, 12 samples consisting of 8 biological replicates for MYT1L WT and 4 biological replicates for MYT1L Het genotypes were used. For the P21 cohort, 12 samples consisting of 3 biological replicates per sex per MYT1L WT and Het genotypes were used. The day of the library preparation, the frozen fixed nuclei were thawed on ice and each sample was counted twice using a hemocytometer.

For the E14 and P1 samples, the ScaleBio Single Cell RNA Sequencing Kit v1.0 (Scale Biosciences 2020008) was used according to manufacturer’s instructions. Nuclei from each sample were loaded at 10,000 nuclei per well to the 96-well Indexed RT Oligo Plate to add the RT barcode and UMI onto each transcript during reverse transcription. By loading each sample into a distinct set of wells, the RT barcodes can serve as sample identifiers, enabling all genotypes to be processed on the same plate in a single batch per age. The nuclei from each well were then collected and pooled using the Scale Biosciences’ supplied collection funnel, mixed, and distributed across the 384-well Indexed Ligation Oligo Plate where the Ligation Barcode was added to each UMI-RT barcoded transcript. Then, the nuclei were once again collected and pooled using another collection funnel and counted with a hemocytometer with Trypan Blue. A total of 1600 nuclei were distributed per well of the 96-well Final Distribution Plate. In each well, second strand synthesis was performed followed by a cleanup step. The PCR products were then tagmented followed by an indexing PCR step to add a third barcode to each well. 5ul from each of the 96 libraries were pooled and cleaned using 0.8X SPRIselect beads (Beckman Coulter B23317). The average fragment size of the final library was quantified using a High Sensitivity D5000 Screentape (Agilent). The library concentration was quantified using the NEBNext Library Quant Kit for Illumina (New England Biolands E7630S). The libraries were sequenced on a shared S4 flowcell on a NovaSeq6000 (Illumina) instrument or a shared 25B flowcell on a Novaseq X Plus (Illumina) to a target depth of 10,000 reads per nucleus.

For the P21 samples, the protocol described above was followed through the cleanup step. Prior to tagmentation, 3 μl (half of the total volume) was transferred to a clean 96-well PCR plate to create a Calling Cards Final Distribution Plate. This plate was set aside to pilot single-nucleus Calling Cards (snCC) library preparation, the results of which will be reported in a future methods paper. The remaining 3ul was used for the remainder of the ScaleBio protocol with slight modifications. To account for the reduced volume of template input, the volumes for all subsequent steps have been halved to keep all reaction proportions the same. Additionally, the Indexing PCR program was increased to 16 cycles instead of 14. The libraries were pooled, cleaned, and quantified as described above according to manufacturer’s instructions. This library pool was sequenced on a shared 25B flowcell on a Novaseq X Plus (Illumina) instrument to a target depth of 10,000 reads per nucleus.

### snRNAseq data processing

Base calls were converted to fastq format and demultiplexed by Index1 barcode by the Genome Technology Access Center at the McDonnell Genome Institute (GTAC@MGI). Combinatorial barcode demultiplexing, barcode processing, adapter trimming, read mapping to the mm10 reference genome, single-nuclei counting, and generation of the feature-barcode matrices were done using ScaleRna v1.4 (https://github.com/ScaleBio/ScaleRna). CellFinder, an EmptyDrops-like cell calling method from ScaleRna v1.5 was applied to account for ambient RNA and recover nuclei with low total RNA content. The filtered count matrices were brought into Seurat for downstream analyses of the E14, P1, and P21 groups separately.

For quality control, multiplets were removed by DoubletFinder^46^, followed by a UMI-gene cutoff of 800–6000 UMIs and 300–3000 genes for each sample. Barcodes with % mitochondrial reads >1 and $$\frac{\log ({genes})}{\log ({UMIs})} \, < \, 0.9$$ were removed. After quality control filtering, the E14 dataset contains 216,830 nuclei across all samples, with a median of 3204 UMIs and 1819 genes per nucleus. The P1 dataset contains 98,797 nuclei with a median of 1963 UMIs and 1176 genes per nucleus. The P21 dataset contains 96,505 nuclei with a median of 3447 UMIs and 1597 genes per nucleus. 

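Of the 78743 barcodes analysed here for P21, the median in the whole set was 5327 UMIs. The 33118 nuclei kept after the same limits and removal of likely doublets had a median of 3162 UMIs and 1598 genes. By animal, the median ranged from 3018.5 to 3283.5 UMIs in WT and from 2977.5 to 3399 in Het animals (exact permutation test, two-sided, p = 0.829). The median number of genes ranged from 1532 to 1646 in WT and from 1527.5 to 1691 in Het animals. The number of nuclei kept per animal ranged from 1551 to 3182 in WT and from 2010.0 to 4412 in Het animals (exact permutation test, two-sided, p = 0.123). Without the upper limits and the ratio of log genes to log UMIs, 74784 nuclei were kept. Nuclei added by this setting, or by keeping likely doublets, were not clustered. They took the most frequent cell type among their 15 nearest clustered nuclei.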

The count matrices were log2 normalized, centered, and scaled using a scaling factor of 10,000. The top 3000 most variable genes were identified using dispersion and mean expression thresholds. Principal component analysis (PCA) was then performed on the top 100 components followed by dimensionality reduction by UMAP. We used an iterative unsupervised clustering approach using the Louvain algorithm. First, we clustered nuclei into the main cell classes (e.g., progenitors, excitatory neurons, inhibitory neurons, glia, and other). Then for each class, we performed another round of clustering to identify the cell types. The cluster resolution was optimized by testing a range of values (0–1.4 in steps of 0.2) and plotted into a clustering tree using clustree^47^. Cluster marker genes were defined by grouping the clusters, setting logfc.threshold = 0.5 and min.pct = 0.25, and comparing the fold changes between pct.1 and pct.2 using FindMarkers and the Wilcoxon rank-sum test. It is important to keep in mind that the Wilcoxon rank-sum test is suitable for this purpose, however, the p values can be inflated and should not be automatically considered as differentially expressed genes^29,30,48^. The identified marker genes were then referenced with marker genes from well-annotated datasets and the ABC atlas^19^. For the P21 dataset, the raw count data was saved in the h5ad format and the hierarchical mapping algorithm from MapMyCells (RRID: SCR_024672) was used to align the nuclei with the 10× Whole Mouse Brain (CCN20230722) reference. The mapping results were imported into R and annotations were transferred into the metadata.

### Differential gene expression analysis

To identify genes differentially expressed in MYT1L mutants compared to WT controls in each cell type, we created pseudobulk samples by summing single-cell expression counts for each gene within each cluster and sample combination (e.g., RG_1 x E14-WT-1, RG_1 x E14-WT-2, RG_2 x E14-WT-1, etc.). We then used these count matrices and associated sample-level metadata with DESeq2 for differential analysis^29–31^. To assess whether the transcriptional response to MYT1L perturbation varied by sex, we initially tested a design (~sex + genotype + sex:genotype) that modeled both main effects of sex and genotype and their interaction. 

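The design with sex, genotype and their interaction was fitted to the P21 counts of each of the 23 cell types. With the criteria used for DEGs, edgeR called 13 autosomal genes for the interaction and DESeq2 26, with 8 of the 13 in L5 IT-like nuclei. Of the 40 groupings of the animals within each sex that were tried, the real one included, 6 gave 13 or more such genes. Leaving out 1 animal at a time gave between 8 and 79 autosomal interaction genes, with 79 without WT female 3 and 78 without WT male 2. For sex itself, in the model without the interaction, edgeR called 6 genes on the sex chromosomes and 1 on an autosome. The autosomal gene was Slc24a3 on chromosome 2 in L2/3 IT CTX-like nuclei, named here after its value was seen, with a log2 fold change of 0.55 in males relative to females (adjusted p = 0.033). DESeq2 also called 6 genes on the sex chromosomes and 1 on an autosome for sex.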

We found no significant sex × genotype interactions for genes on autosomes, with differential expression between sexes limited to genes on sex chromosomes. This likely reflects our limited statistical power to detect sex-specific effects. Given these findings, we proceeded with the more parsimonious genotype-only model for subsequent analyses. For each cluster, we created a DESeq2 object using the *DESeqDataSetFromMatrix* function with the design formula ~genotype. Count normalization was performed using the median of ratios method, and the data were transformed for visualization using a regularized log transform. Principal component analysis and hierarchical clustering ensured sample-level quality control. No outliers were detected, and no samples or factors were removed. The differential expression analysis followed the standard DESeq2 workflow: normalizing library depth with a size factor, estimating gene-wise dispersion, refining the dispersion estimates using the apeglm method^49^, and fitting a negative binomial model for each gene. Pairwise comparison used the Wald test, while the Likelihood Ratio Test evaluated differential gene expression changes across MYT1L gene doses by coding the number of functional alleles as ordinal factors (0 = KO, 1 = Het, and 2 = WT). Genes with a log2 fold change of at least 0.2 and FDR < 0.05 were identified as differentially expressed. This analysis was iteratively run for all cell types.

To calculate the DEG burden per cell type, we downsampled the data by randomly selecting 700 nuclei from each cell type before performing the differential gene expression analysis. This process was repeated 10 times, and the average number of DEGs from these normalized nuclei counts represents the degree of gene dysregulation per cluster. OPC and MG clusters were reported as “N/A” due to insufficient nuclei numbers for downsampling.

### Gene ontology (GO) enrichment analysis

Over-representation analysis of the differentially expressed genes was performed using the clusterProfiler package^50^. All expressed genes within a given cluster was used as background and GO Biological Processes ontology was used. A one-sided Fisher’s exact test was used, and hypergeometric p values were FDR-corrected using Benjamini-Hochberg procedures. GO terms with an FDR > 0.05 were considered and redundant terms with an information content > 0.7 were removed using the *simplify* function.

### Regulatory network inference and analysis

Single-cell Regulatory Network Inference and Clustering (SCENIC)^32,51^ was used to reconstruct regulon activity in single nuclei for the E14 dataset. Regulons, defined as transcription factors and their target genes, were identified through a multi-step process. First, we performed gene regulatory network inference using the GRNBoost2 algorithm, inputting a loom file containing the raw gene expression counts matrix and a list of mouse transcription factors to generate an adjacencies matrix representing co-expression modules. Next, we identified candidate regulons based on transcription factors-target gene interactions and refined these using cisTarget for motif discovery to eliminate potential indirect targets. Cell type-specific regulon activity was then computed using AUCell using an AUC threshold of 0.05 which assesses whether the genes in the signature are within the top 5% of expressed genes. The resulting AUC matrix, representing “regulon activity scores” for each transcription factor for each cell, was integrated into the E14 scanpy AnnData object. Finally, we subset the data by genotype and computed regulon specific scores (RSS) for each genotype. This approach enables us to compare transcription factor activities and cross-reference the differentially expressed genes across the genotypes at E14.

### Pseudotime and trajectory analysis

Pseudotemporal ordering of the E14 and P1 datasets was performed independently using Monocle3^37,52^. For E14, Cajal-Retzius, MG, and OPC clusters were excluded from the analysis to focus on the excitatory and inhibitory trajectories. For P1, only excitatory neurons were analyzed. The gene-count matrix was normalized by log+pseudocount and size factor to account for sequencing depth differences followed by scaling. A lower dimensional intermediate was calculated using the top 100 principal components from the top 5000 variable genes. Dimensionality reduction was performed using the *reduceDimension* function with the following parameters: (n_neighbors = 50, min_dist = 0.1, metric = “cosine”). The nuclei were then clustered and partitioned using the *cluster_cells* function. A principal graph was fit to the data and the cells were projected onto the graph using *learn_graph* with partitions. The earliest principal points within the excitatory and inhibitory trajectories were manually selected and independently assigned as the root state for the pseudotime computations.

To assess the effect of MYT1L loss on the timing of gene expression, the *graph_test* function with neighbor_graph = “principal_graph” parameter was used to identify differentially expressed genes along the trajectory. Genes with a q value < 0.05 were classified as pseudotemporal dynamic genes. The dataset was then subset by genotype to analyze the distributions of nuclei and expression of pseudotemporal genes across pseudotime. To obtain the temporal expression profile of TFs in excitatory neurons, we intersected the gene list from the WT excitatory trajectory with a list of mouse transcription factors curated from the AnimalTFDB 4.0 database^53^. The Kullback-Leibler divergence (KL Div) metric was used to measure the difference between the pseudotemporal TF expression distributions and compared to a null distribution generated by randomly shuffling the genotype labels.

### Brain sectioning and immunofluorescence staining

Brain tissues from postnatal day 21 (P21) mice were harvested after transcardial perfusion with ice-cold PBS followed by 4% (w/v) paraformaldehyde. The tissues were cryoprotected in graded sucrose solutions (15% and 30% w/v) and embedded in OCT compound. Frozen brains were sectioned on a cryostat into 70 µm free-floating coronal sections and stored in 1X PBS with 0.05% sodium azide at 4 °C.

For immunofluorescence staining, three sections from the anterior, medial, and posterior regions of the cortex were matched and selected from WT (n = 9) and MYT1L Het (n = 9) animals, totaling 54 sections. Tissues were washed three times with PBS (5 min each), then permeabilized with 0.1% (v/v) Triton X-100 in PBS for 15 min at room temperature. Sections were then incubated in blocking buffer 0.1% (v/v) Triton X-100 and 5% (v/v) normal donkey serum in PBS for 1 h at room temperature. Primary antibody incubation was performed overnight at 4 °C using the following antibodies diluted in blocking buffer: rabbit anti-DARPP-32 (1:200, Invitrogen MA5-32113) and mouse anti-NeuN (1:400, Invitrogen MA5-33103). The next day, tissues were washed five times in PBS (5 min each) and incubated for 1 h at room temperature with the following secondary antibodies diluted 1:400 in blocking buffer: donkey anti-rabbit Alexa Fluor488 (Invitrogen A-21206) and donkey anti-mouse Alexa Fluor568 (Invitrogen A10037). After two more PBS washes (5 min each), nuclear counterstaining was performed using 1 µg/mL DAPI in PBS for 15 min. Sections were washed once more before mounting on glass slides with ProLong Gold Antifade Mountant (Thermo Fisher Scientific P36930) and coverslipped. The edges were sealed with nail polish.

### Image processing and analysis

Immunofluorescence images were captured using a Zeiss AxioScan Z1 slide scanner equipped with a 10× objective lens, fluorescence filters for DAPI, Alexa Fluor488, Alexa Fluor568, and Alexa Fluor647, an Orca Flash sCMOS camera (Hammatsu C13440-20CU), and a mercury illumination source (Zeiss HXP120). A center of gravity focusing strategy ensured precise stitching of the tissue sections. Tissue margins were autodetected at low magnification with a 5× objective, and exposure times were empirically optimized for each fluorophore to maximize signal intensity while minimizing photobleaching and background noise.

Image processing and quantification were conducted by an investigator blinded to animal genotype. Using ImageJ software, raw TIF images underwent background subtraction (rolling ball radius = 50 pixels) and unsharp masking (radius = 3 pixels, mask weight = 0.4). Binary masks for DARPP32 and NeuN channels were created using the “Make Binary” function, followed by pixel value normalization based on threshold settings. The “Image Calculator” function was used to multiply these masks with the original fluorescence images, identifying DARPP32 and NeuN double-positive regions of interest (ROIs). Cell counts were obtained using the “Analyze Particles” function. Once all images were identically processed, the investigator was unblinded and the statistical significance of differences by genotype was assessed using a linear mixed model comparison using the R package lme4. The full model (count ~ genotype + section + (1 | mouse)) was compared to a reduced model (count ~ 1  + section + (1 | mouse)) using ANOVA to test the effect of genotype while accounting for section differences and individual mouse variability.

### Statistics

No statistical methods were used to predetermine sample sizes. No animals were excluded from any analyses. Samples were generally littermates and genotypes were assigned randomly by the sperm at conception, with no input from investigators. For snRNAseq experiments, investigators were not blinded to the genotypes, however, all samples were processed in parallel on the same plates, batched by age. Detailed descriptions of statistical analyses for specific experiments are provided in their respective sections above.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The raw and processed data generated in this study have been deposited in the Gene Expression Omnibus database under the accession code SuperSeries GSE262368 and has also been deposited in the Neuroscience Multi-omic Data Archive (NeMO). The E14 MYT1L CUT&RUN dataset was downloaded from Gene Expression Omnibus under the accession code GSE222072. Source data with relevant raw data for each figure are provided with this paper. Source data are provided with this paper.

# Supplementary material for: MYT1L deficiency impairs excitatory neuron trajectory during cortical development
**Source:** Nat Commun. 2024 Nov 27;15:10308. doi: 10.1038/s41467-024-54371-2
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Materials for

**MYT1L deficiency impairs excitatory neuron trajectory during cortical development**

Allen Yen, Simona Sarafinovska, Xuhua Chen, Dominic D. Skinner, Fatjon Leti, MariaLynn Crosby, Jessica Hoisington-Lopez, Yizhe Wu, Jiayang Chen, Zipeng A. Li, Kevin K. Noguchi, Robi D. Mitra, Joseph D. Dougherty\*

**This PDF file includes:**

Supplementary Figs. 1-5

Supplementary Table 1

**Other supplementary material for this manuscript includes the following:**

Supplementary Data 1-5 (tab-delimited format)

A

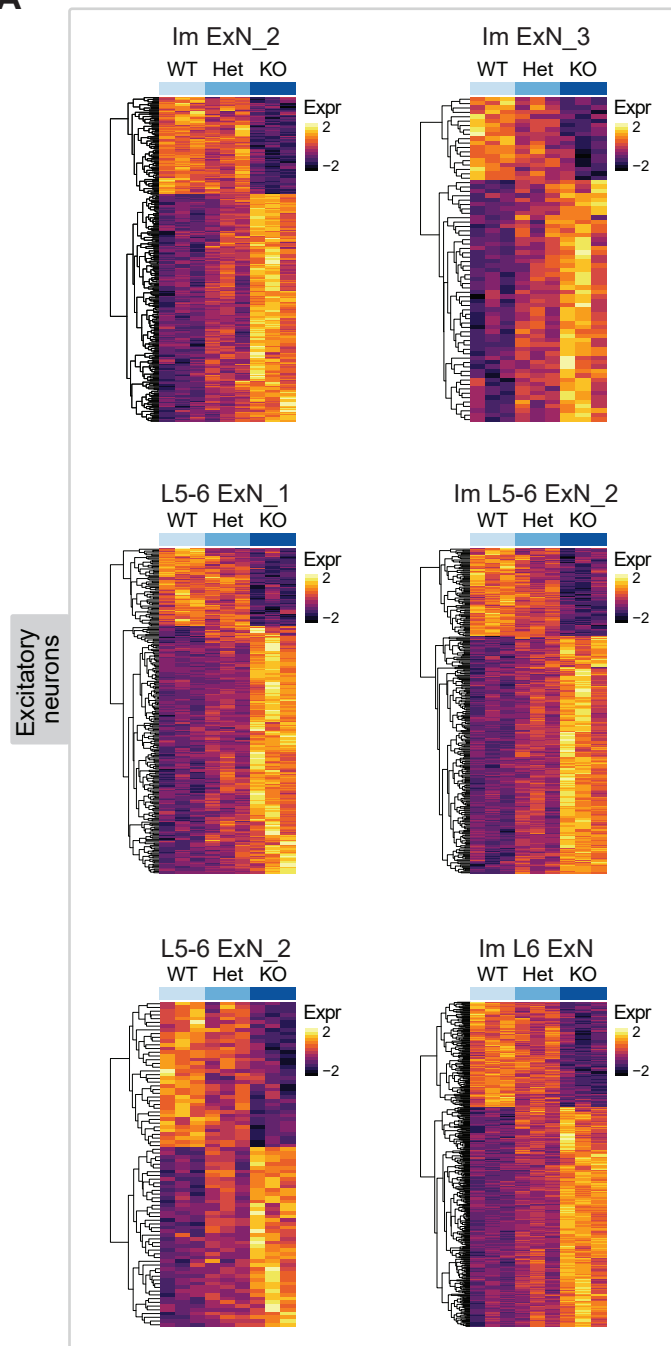

B

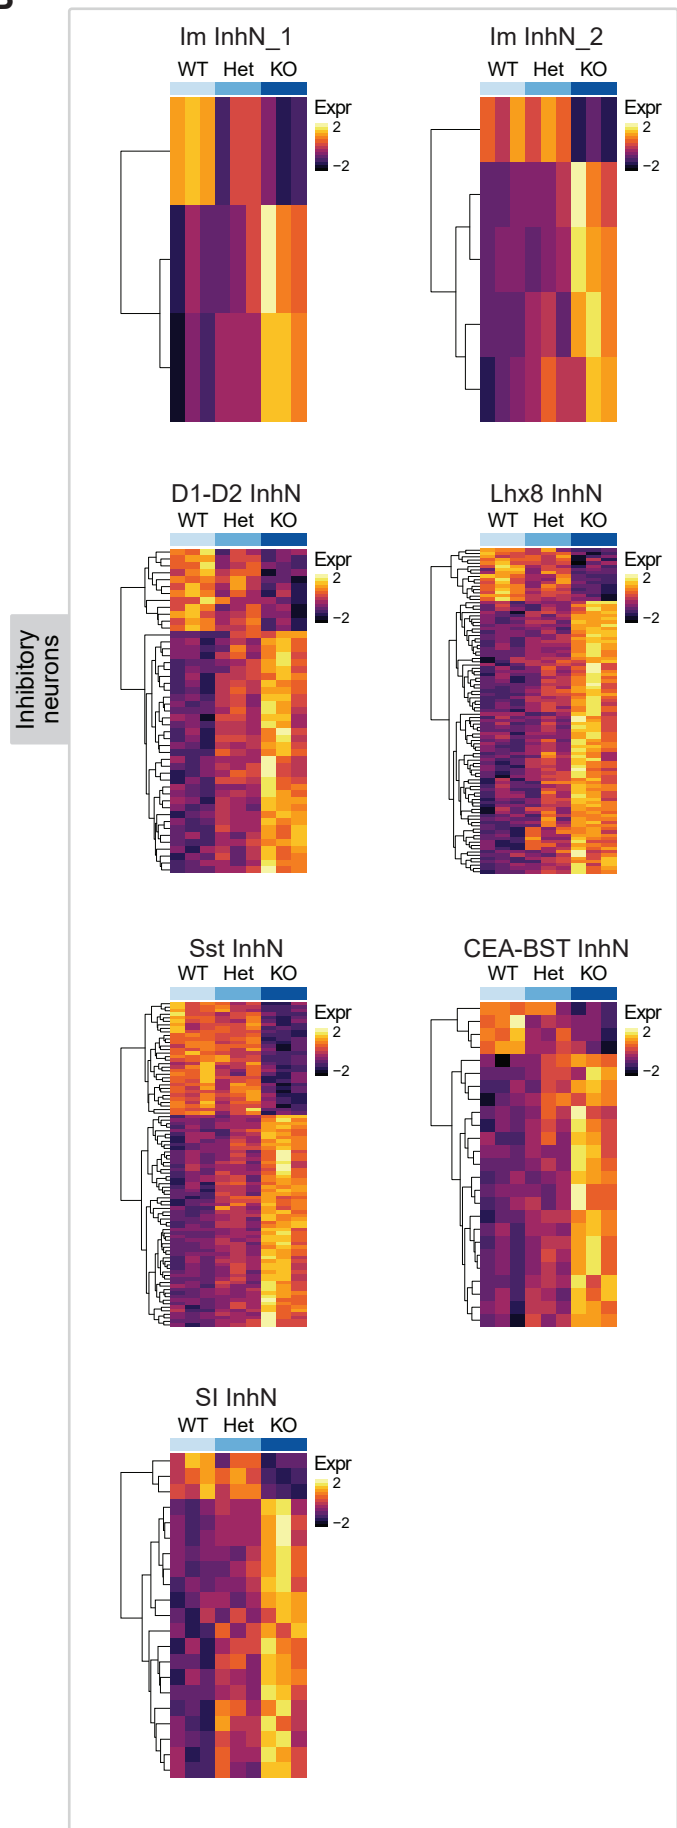

C

**Supplementary Fig. 1. Gene dosage effects of differentially expressed genes per cluster at E14.**

Heatmaps showing scaled gene expression per gene (row) for each genotype (columns) (n=3 biological replicates per genotype: WT, Het, and KO) for each cell type grouped by classes of (A) excitatory neurons, (B) inhibitory neurons, and (C) other. Source data can be found in Supplemental Table 3.

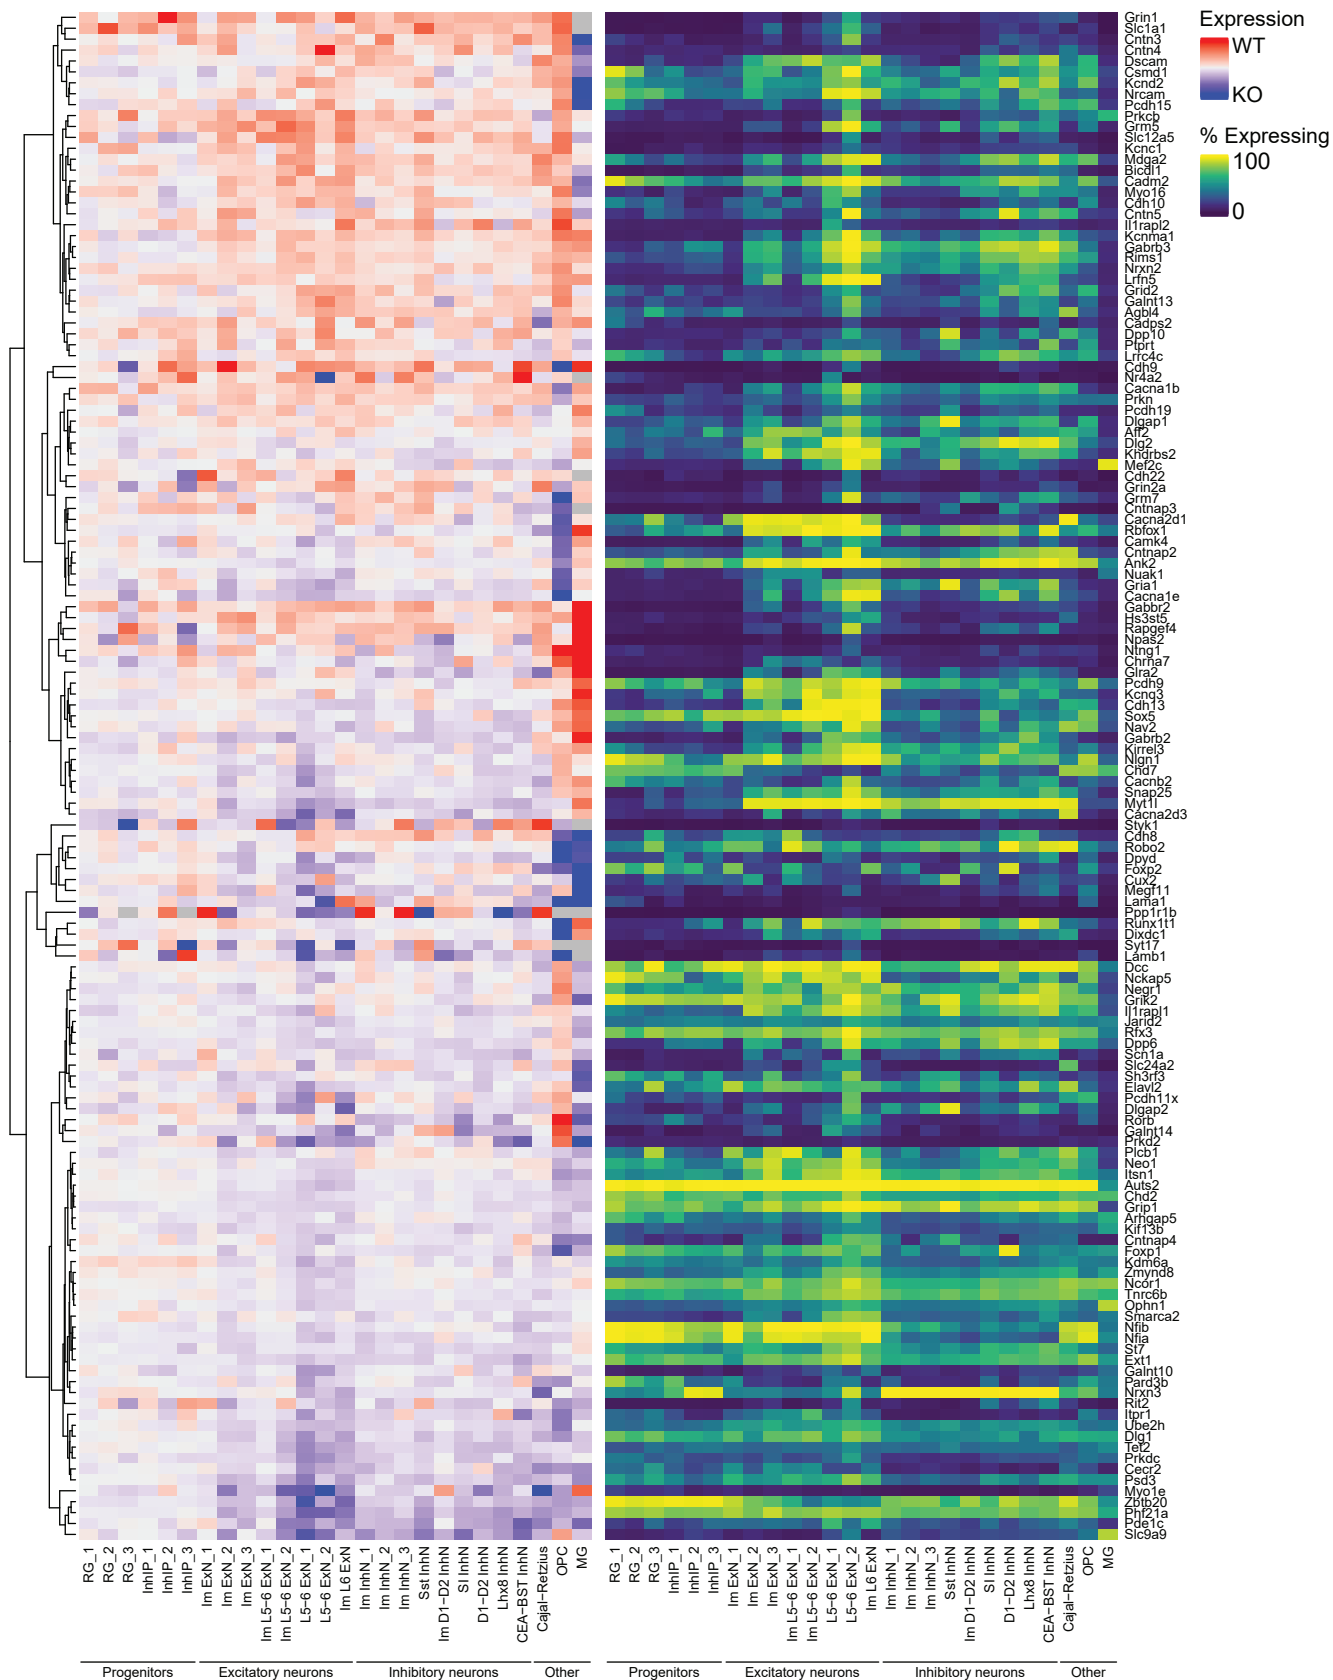

**Supplemental Fig. 2. Differential expression of SFARI genes at E14.**

The heatmap on the left shows scaled gene expression data of SFARI genes with a score of 1 or 2 (rows) per cluster (columns) that were found to be differentially upregulated in WT (red) or KO (blue) conditions. The heatmap on the right shows the percentage of cells in the same clusters that expressed each gene. Cell types are grouped into 4 main classes: progenitors, excitatory neurons, inhibitory neurons, and other.

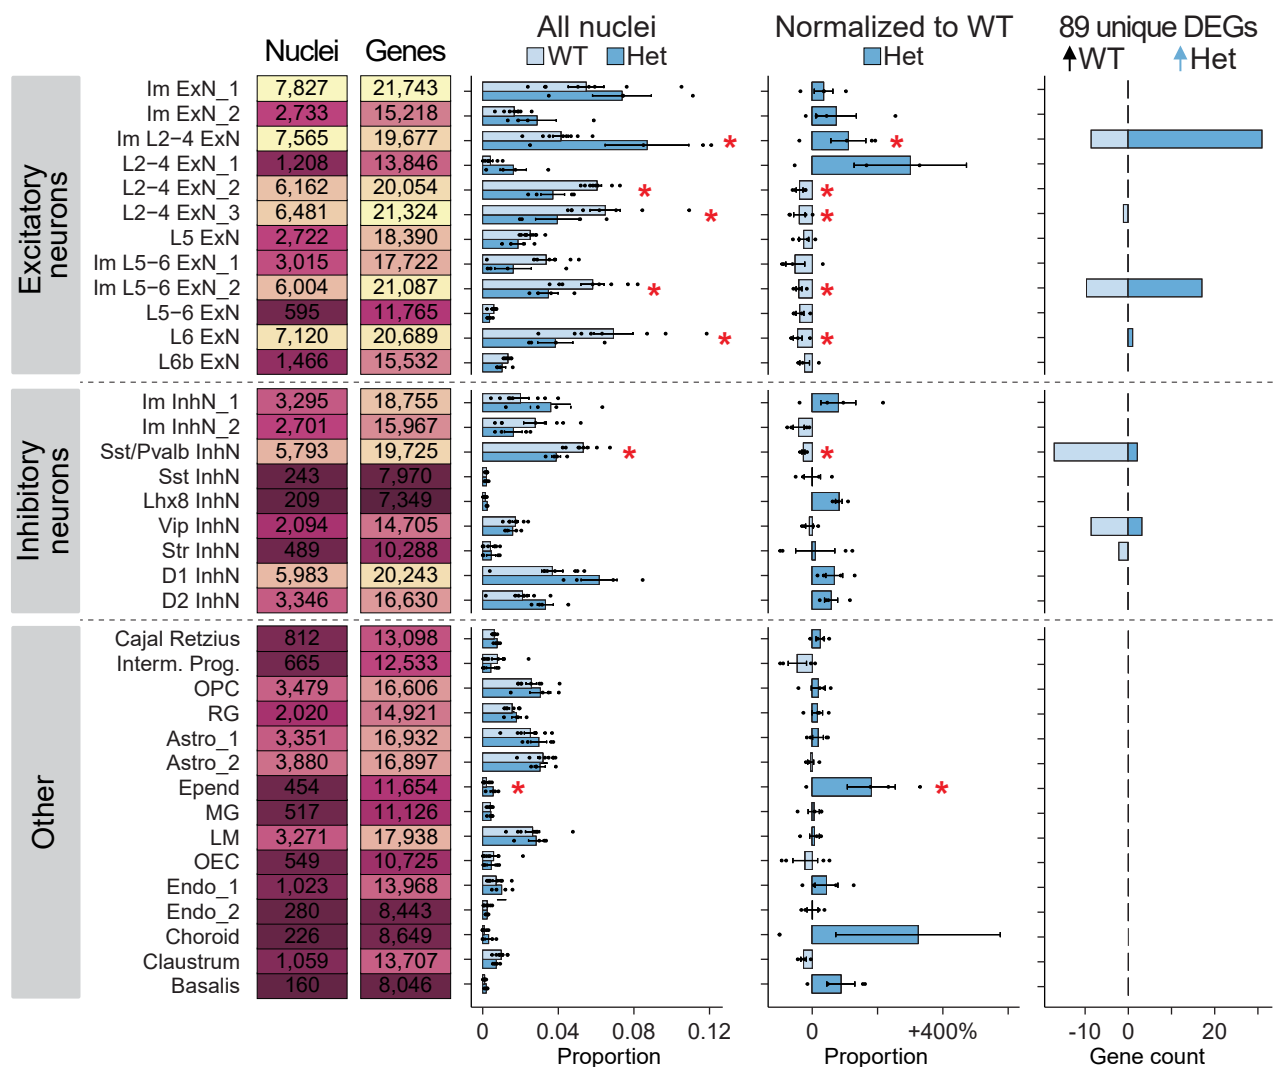

**Supplementary Fig. 3. Single nucleus transcriptional profiling of P1 forebrain in MYT1L animals.**

This figure shows all cell types from the P1 dataset. From left to right: summary plot showing the numbers of nuclei and genes detected in each cluster; bar plot displaying the mean±SEM relative proportions of nuclei in each annotated cell cluster for MYT1L WT and Het genotypes; mean±SEM proportions of Het normalized to WT; and the number of differentially expressed genes (DEGs) per cell type that are upregulated in WT (light blue; n=8 biological replicates) and upregulated in Het (medium blue; n=4 biological replicates) (\*FDR adjusted p<0.05, moderated t-test).

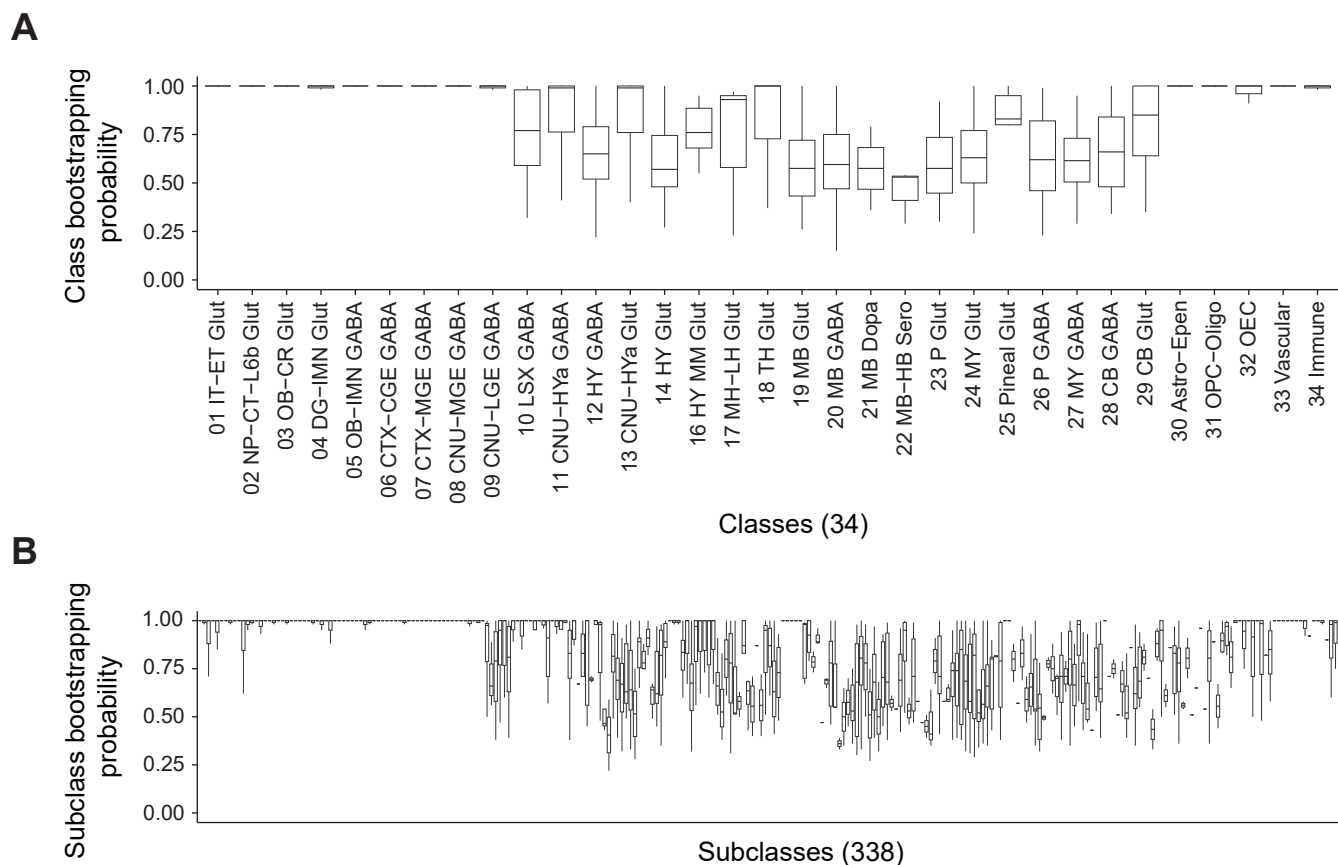

**Supplementary Fig. 4. Standardized cell annotation of P21 dataset using the Allen Brain Cell Atlas.**

(A) MapMyCells (RRID:SCR\_024672) and hierarchical correlation mapping was used to align cells from this study to the Allen Brain Cell Atlas, consisting of ~4.3M cells annotated into 34 classes, 338 subclasses, 1201 supertypes, and 5322 clusters. For each cell, a random set of 90% of marker genes was selected, then mapped to the atlas by traversing the taxonomy by starting with classes, then proceeding to subclasses, supertypes, and clusters. This was repeated 100 times to obtain the bootstrapping probability. The bootstrapping probability for each class is shown in (A) and subclass is shown in (B). Labels with a high bootstrapping probability (close to 1) are considered high confidence labels and subclass names were used to annotate nuclei from this study.

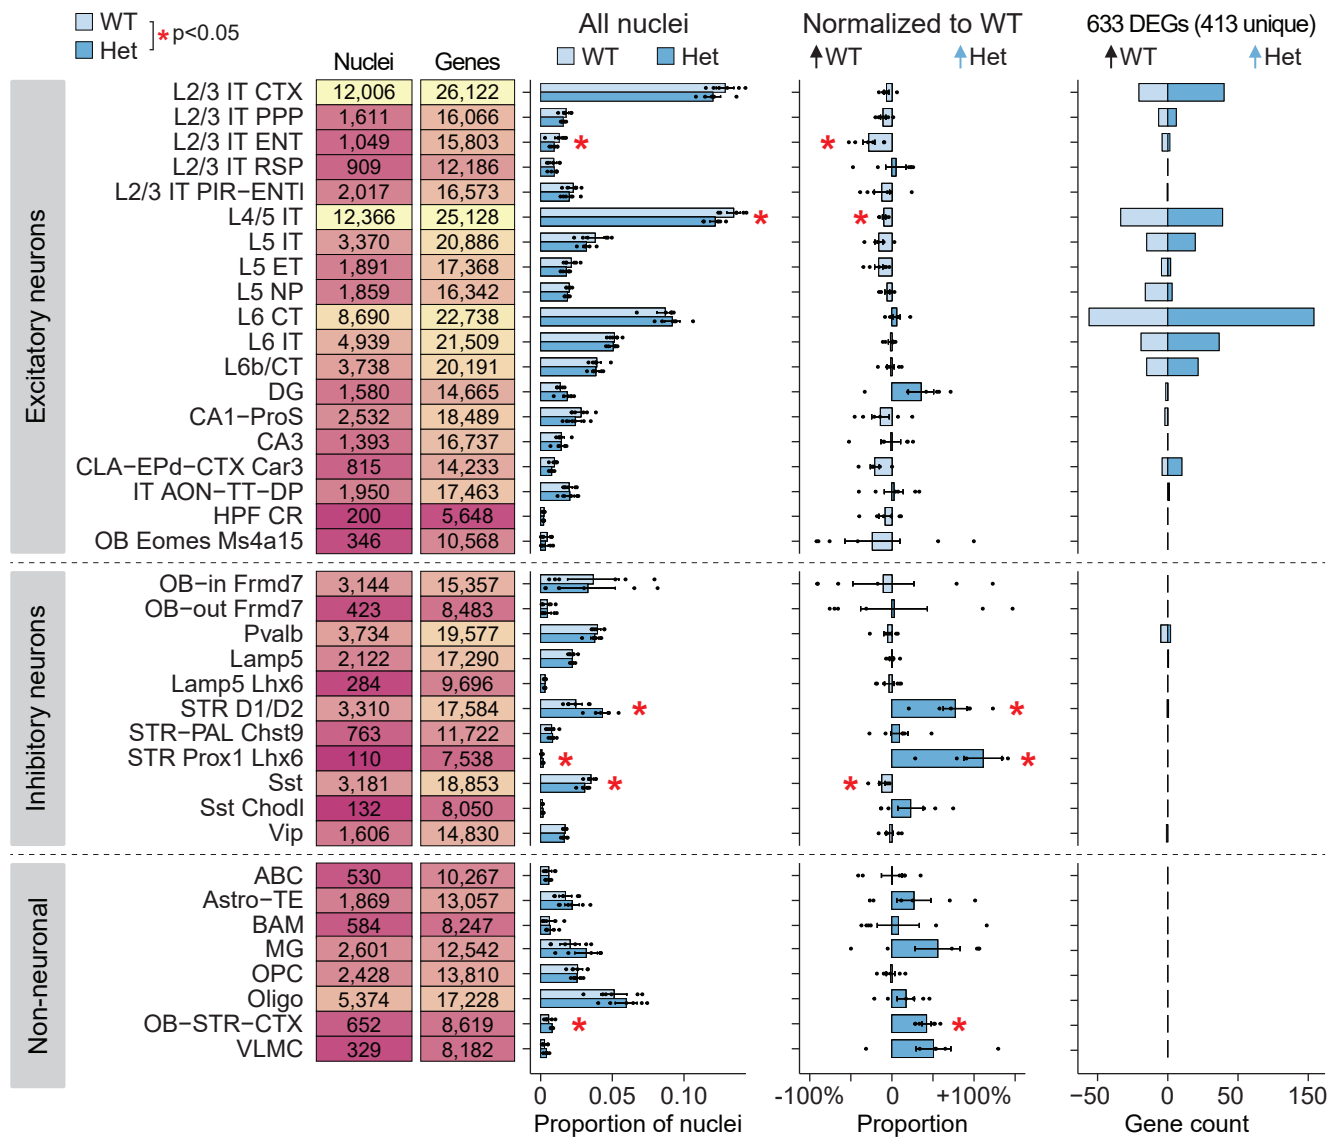

**Supplementary Fig. 5. Single nucleus transcriptional profiling of P21 cortex in MYT1L animals.**

This figure shows all cell types from the P21 dataset. 

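For the cell types of this figure outside the excitatory neurons, shares of all nuclei were computed here in the 12 P21 animals. Sst-like nuclei made up 3.43% ± 0.523 (SD, n = 6) in WT and 2.80% ± 0.329 (SD, n = 6) in Het animals, and 0 of 6 Het animals lay above the WT median (exact permutation test, two-sided, p = 0.0368; adjusted 0.294). Pvalb-like nuclei made up 5.69% ± 1.00 in WT and 5.01% ± 0.601 in Het animals, Vip-like nuclei 1.93% ± 0.319 and 1.92% ± 0.228, and Lamp5-like nuclei 2.14% ± 0.359 and 2.20% ± 0.176. OPC-like nuclei made up 2.00% ± 1.14 in WT and 2.67% ± 0.891 in Het animals, and astrocyte-like nuclei 0.408% ± 0.306 and 0.604% ± 0.367. Each of these cell types had an adjusted p from limma of at least 0.536.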

From left to right: summary plot showing the numbers of nuclei and genes detected in each cluster; bar plot displaying the mean±SEM relative proportions of nuclei in each annotated cell cluster for MYT1L WT and Het genotypes; mean±SEM proportions of Het normalized to WT; and the number of differentially expressed genes (DEGs) per cell type that are upregulated in WT (light blue; n=6 biological replicates) and upregulated in Het (medium blue; n=6 biological replicates) (\*FDR adjusted p<0.05, moderated t-test).

| Study                        | Observation                                      |                                                                                                                              | Method, n                                        |
|------------------------------|--------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|
|                              | D1/D2 neurons                                    | Ratio of Deep to Upper Layers                                                                                                |                                                  |
| Chen et al. Neuron 2021      | NA                                               | No differences                                                                                                               | Immunofluorescence, n=5                          |
| Chen et al. Genome Res 2023  | NA                                               | In mutants: more deep layer genes (E14), more deep layer genes (P21), trend towards less upper layer (P21)                   | Bulk RNAseq GSEA (Figure 1) of Neuron paper data |
|                              | NA                                               | In mutants: more Bcl11b (L5/6 marker) density, no change in Pou3f2 (upper layer marker)                                      | Immunohistochemistry, n=6                        |
| Weigel et al. Mol Psych 2023 | In mutants: more D1/D2                           | In mutants: more Tbr1, fewer Tbr2, more Reln (L1)                                                                            | P0 scRNAseq, n=2 per genotype                    |
| Yen et al. E14 dataset       | In mutants: more D1/D2, but fewer immature D1/D2 | In mutants: more Im ExN_3, fewer L5-6 ExN, fewer Im L6 ExN                                                                   | E14 snRNAseq, n=3 WT, 3 Het, 3 KO                |
| Yen et al. P1 dataset        | In mutants: more D1/D2, but not significant      | In mutants: more Im L2-4 type 1, fewer Im L2-4 type 2, fewer L5-6 ExN, fewer L6 ExN                                          | P1 snRNAseq, n=8 WT, 4 Het                       |
| Yen et al. P21 dataset       | In mutants: more D1/D2                           | In mutants: fewer L2/3 IT ENT, more L2/3 IT PIR-ENT1 but not significant, fewer L4/5 IT, more L6 CT, more L6 IT, more L6b CT | P21 snRNAseq, n=6 WT, 6 Het                      |
|                              | In mutants: more Darpp32+ neurons in cortex      |                                                                                                                              | Immunofluorescence, n=9 WT, 9 Het                |

**Supplementary Table 1. Comparison of neuronal layer distribution across multiple studies.**

This table summarizes observations from various studies examining the effects of MYT1L deficiency on neuronal layer distribution in the cortex and D1/D2 proportions across different developmental stages and various experimental methods.

# Supplementary material for: MYT1L deficiency impairs excitatory neuron trajectory during cortical development
**Source:** Nat Commun. 2024 Nov 27;15:10308. doi: 10.1038/s41467-024-54371-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Differentially expressed genes (DEGs) comparing wild-type (WT) and knockout (KO) MYT1L in E14 nuclei, presented as pseudobulk data in tab-delimited format. Negative log2FoldChange values indicate genes upregulated in WT, while positive values indicate genes upregulated in KO.

File Name: Supplementary Data 2

Description: Differentially expressed genes (DEGs) comparing wild-type (WT) and heterozygous (Het) MYT1L in E14 nuclei, presented as pseudobulk data in tab-delimited format. Negative log2FoldChange values indicate genes upregulated in WT, while positive values indicate genes upregulated in Het.

File Name: Supplementary Data 3

Description: Dose-dependent differentially expressed genes (DEGs) in response to MYT1L levels in E14 nuclei, presented as pseudobulk data in tab-delimited format.

File Name: Supplementary Data 4

Description: Differentially expressed genes (DEGs) comparing wild-type (WT) and heterozygous (Het) MYT1L in P1 nuclei, presented as pseudobulk data in tab-delimited format. Negative log2FoldChange values indicate genes upregulated in WT, while positive values indicate genes upregulated in Het.

File Name: Supplementary Data 5

Description: Differentially expressed genes (DEGs) comparing wild-type (WT) and heterozygous (Het) MYT1L in P21 nuclei, presented as pseudobulk data in tab-delimited format. Negative log2FoldChange values indicate genes upregulated in WT, while positive values indicate genes upregulated in Het.

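This table holds the DEGs of each P21 cell type in the paper. Its entries were compared with the values computed here in the cell type of the same name. Of 602 entries in cell types that could be matched, 580 were for genes tested here, and 566 of these (97.6%) had the same sign of log2 fold change. Both sets of values come from the same animals, so no test is given, and genes are not independent replicates. Across these genes the Spearman's rho between both log2 fold changes was 0.87. For L6 CT-like nuclei 207 of 207 entries had the same sign and 58 of them were called here. In L4/5 IT-like nuclei 90 of 90 tested entries had the same sign and 7 were called here. L5 IT-like nuclei had the lowest share among cell types with more than 10 entries, with 40 of 48 (83.3%). Over all matched cell types 68 entries were called here. The median log2 fold change here was 0.35 for entries higher in Het and −0.34 for entries higher in WT.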

# Supplementary material for: MYT1L deficiency impairs excitatory neuron trajectory during cortical development
**Source:** Nat Commun. 2024 Nov 27;15:10308. doi: 10.1038/s41467-024-54371-2
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | NovaSeqX Plus onboard DRAGEN was used to run BCL Convert v4.1.23 to generate demultiplexed files from an Illumina run as input. Microscopy images were collected using ZEN 3.9.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Data analysis   | The ScaleBio Single-Cell RNA Workflow v1.4 ( <a href="https://github.com/ScaleBio/ScaleRna">https://github.com/ScaleBio/ScaleRna</a> ) was used to generate feature-barcode matrices from fastq files. CellFinder from ScaleRna v1.5 was used for ambient RNA removal and enhanced recovery of nuclei with low total RNA content. The following software was used: Nextflow v23.04.4, SingularityCE v3.10.3. R v4.2.2 packages Seurat v4.3.0, DoubletFinder v2.0.3, DESeq2 v1.38.3, ageglm v1.20.0, monocle3 v1.3.1. Python 3.9.18 packages scanpy v1.12.0 and pySCENIC v0.12.1 were used. Custom code is available at bitbucket ( <a href="https://bitbucket.org/jdlabteam/yen-et-al-myt1l-snrnaseq/src/main/">https://bitbucket.org/jdlabteam/yen-et-al-myt1l-snrnaseq/src/main/</a> ). Image processing and analysis was performed using ImageJ v1.54f and R package lme4 v1.1.35.5. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw and analyzed sequencing data are available at Gene Expression Omnibus (GEO; SuperSeries GSE262368).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender [Human research was not conducted in this study.](#)

Reporting on race, ethnicity, or other socially relevant groupings [Human research was not conducted in this study.](#)

Population characteristics [Human research was not conducted in this study.](#)

Recruitment [Human research was not conducted in this study.](#)

Ethics oversight [Human research was not conducted in this study.](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample sizes for snRNAseq. Sample sizes were selected to balance assaying an adequate number of nuclei from each animal with biological replicates. For E14 snRNAseq samples, we used 3 biological replicates per genotype (WT, Het, and KO) with mixed sexes, totally 9 samples. The P1 cohort comprised 12 animals with 8 WT and 4 Het. The P21 cohort included 12 animals: 3 male WT, 3 female WT, 3 male MYT1L Het, and 3 female MYT1L Het. These sample size were deemed sufficient to ensure reliable detection of genotype-specific responses while balancing the need for reproducible data with practical constraints of the experimental design. For immunofluorescence analysis, sample size was established based on prior similar studies. All replicates (9 WT and 9 Het) were included and analyzed. |
| Data exclusions | No animal samples were excluded from the analyses. For the snRNAseq data analysis, cell barcodes associated with ambient RNA was removed using CellFinder. Doublets and multiplets were excluded using DoubletFinder. Barcodes that met any of the following criteria were filtered out: 1) <800 UMIs; 2) >6000 UMIs; 3) <300 genes; 4) >3000 genes; 5) % mitochondrial reads > 1%; 6) $\log(\text{genes})/\log(\text{UMIs}) < 0.9$ .                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Replication     | The snRNAseq assays were only run once per E14, P1, and P21 age groups and thus not replicated. However, incorporating multiple biological replicates within groups enhances the robustness of key findings by accounting for variation between biological replicates, thus minimizing false discoveries.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Randomization   | The samples for snRNAseq were randomly selected from available specimens across 3 litters of E14 animals, 4 litters of P1 animals, and 4 litters of P21 animals that have been grouped by genotype.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Blinding        | Blinding was not used for snRNAseq library preparation since we needed to determine which samples to process and load into barcoded sample wells for proper demultiplexing. For the computational analysis, all samples were analyzed using the same code and parameters. For analysis of immunofluorescence data, the investigator was blinded during image processing and counting of double-positive DARPP32 and NeuN nuclei.                                                                                                                                                                                                                                                                                                                                                                                                                                     |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

- n/a ☐ Involved in the study
- ☐ ☒ Antibodies
- ☒ ☐ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

## Methods

- n/a ☐ Involved in the study
- ☒ ☐ ChIP-seq
- ☒ ☐ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Antibodies

### Antibodies used

The following primary antibodies were used: recombinant rabbit monoclonal anti-DARPP32 clone SU0329 (1:200, Invitrogen MA5-32113) and mouse monoclonal anti-NeuN clone 1B7 (1:400, Invitrogen MA5-33103). The following secondary antibodies were used: donkey anti-rabbit Alexa Fluor 488 (1:400, Invitrogen A-21206) and donkey anti-mouse Alexa Fluor 568 (1:400, Invitrogen A10037).

### Validation

Primary antibodies were titrated to determine the dilution that provides optimal signal with minimal background fluorescence. To assess background fluorescence and autofluorescence levels, we performed control stainings omitting the primary antibodies. The rabbit monoclonal anti-DARPP32 antibody (Invitrogen MA5-32113) has 1 published citation. Kraskovskaya et al. (Int. J. Mol. Sci. 2023) used this antibody to identify DARPP32 expression in induced medium spiny neurons that were directly reprogrammed from human fibroblasts. In our own immunofluorescence staining of brain sections, the antibody revealed highest expression and localization in the striatum, which aligns with the expected expression profile of DARPP32 as documented in the in situ hybridization (ISH) Atlas from the Allen Institute.

The mouse monoclonal anti-NeuN antibody (Invitrogen MA5-32113) has 7 published citations listed on the manufacturer's website. For detection, we used donkey secondary antibodies conjugated to Alexa Fluor dyes. These secondary antibodies are widely adopted in the scientific community. On the manufacturer's website, the donkey anti-rabbit Alexa Fluor 488 has 6,891 references and the donkey anti-mouse Alexa Fluor 568 has 985 references.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

All animal studies were approved by and performed in accordance with the guidelines of the Animal Care and Use Committee of Washington University in Saint Louis, School of Medicine (Protocol 23-0138) and conformed to NIH guidelines for the care and use of laboratory animals. Animals were housed in controlled environments with a 12-hour light-dark cycle, constant temperature and relative humidity, and ad libitum access to food and water. The C57BL/6-Myt1l<sup>em1Jdd/J</sup> (Myt1l<sup>S710fsX12</sup>; Jackson Laboratories 036428) line was maintained with breeding pairs consisting of a Myt1l<sup>Het</sup> and an in-house C57BL/6J mouse. The transgenic line was refreshed every 8-10 generations by backcrossing to freshly obtained C57BL/6J males and females from Jackson Laboratories. Upon weaning at P21, the animals were group-housed by sex and genotype. To obtain homozygous embryos, timed pregnant Myt1l<sup>Het</sup> x Het breeding pairs were set up, with the first day after finding a vaginal plug considered E0.5. E14-14.5 embryos were rapidly dissected in HBSS on ice. Pups were decapitated, and the brains were quickly extracted, meninges removed, forebrains dissected, flash frozen in liquid nitrogen, and stored at -80°C. Tail tissue was collected for gDNA isolation and genotyping. The forebrains from P1 pups and cortical tissue from P21 pups were similarly collected and stored at -80°C. For the E14 cohort, mixed sexes from 3 biological replicates per WT, Het, and KO genotypes were used, totaling 9 samples. The P1 and P21 cohorts included only WT and Het animals, as KOs are not viable postnatally. The P1 cohort consisted of 12 animals, with 8 WT (5 male, 3 female) and 4 MYT1L Het (3 male, 1 female). The P21 cohort consisted of 12 animals: 3 male WT, 3 female WT, 3 male MYT1L Het, and 3 female MYT1L Het.

### Wild animals

No wild animals were used in this study.

### Reporting on sex

Both male and female mice were used for all experiments within this study. For E14 data, samples per genotype were mixed males and females and not powered to detect effects of sex. For P1, we had 5 male WT, 3 female WT, 3 male Het, and 1 female Het. For P21, we had 3 males and 3 females per genotype. We did not find any differential sex x genotype interactions likely because we were not powered to detect the subtle effects of sex.

### Field-collected samples

No field-collected samples were used in this study.

## Ethics oversight

All procedures involving animals were approved by the Washington University Institutional Animal Care and Use Committee (Protocol #23-0138).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

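Single-nucleus RNA sequencing of the cortex at P21 was analysed in 12 mice, 6 WT and 6 MYT1L Het, with 3 males and 3 females of each genotype. The E14 and P1 cohorts were not analysed here. The authors prepared all animals of this age on the same plates, mapped reads to mm10 and counted UMIs with ScaleRna. The methods also name CellFinder for calling nuclei. The deposited values are expected counts, which the authors made with ScaleRna by dividing a UMI that fits several genes among them, without normalization. Of the entries, 92.6% were whole numbers. The smallest UMI total of a barcode was between 1502 and 2182 in every animal. Barcodes outside the paper's upper limits were present, and whether doublets had been removed is not known. Genes were matched by identifier to the mm10 annotation for their positions, and duplicated symbols were kept apart by identifier. TDTOMATO, the transcript of the injected AAV, was kept out of library sizes and tests.

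The limits of the paper on UMIs (800 to 6000), genes (300 to 3000), mitochondrial UMIs (at most 1%) and the ratio of log genes to log UMIs (at least 0.9) were applied. Scrublet scores were computed per animal with scanpy 1.11.5, and the 5% of nuclei with the highest scores were removed. The paper's text does not give its doublet rate. Counts were scaled to 10000 per nucleus and log-transformed. The 3000 most variable autosomal genes other than Myt1l gave 50 principal components, and nuclei were clustered on a graph of 20 nearest neighbours with leidenalg 0.10.2 at a resolution of 1. Excitatory, inhibitory and non-neuronal nuclei were then each clustered again, at a resolution of 1.5 for neurons and 1 for the others. The first round gave 39 clusters and the second 83.

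The paper's labels per nucleus were not used here. Clusters were named from marker genes listed before the data were examined. The score of a cell type was the mean log2 ratio of its markers to the median cluster of the same broad group, after adding 5 to the CPM. A name needed a score of at least 0.9 for excitatory and 2 for other clusters, with at least 3 markers raised 2-fold and detected in at least 3% of nuclei. Among the 10 leading genes of a cluster, those detected in at least 10% of its nuclei, its own markers had to be at least as many as those of any other cell type. The score also had to lie 0.3 above the next cell type, or its markers had to outnumber that type's among the leading genes. Clusters with Tfap2d or Ttr among the leading genes were left unnamed. Because of Tfap2d, a cluster of 583 nuclei that met the other criteria for L2/3 IT ENT-like nuclei stayed unnamed. Non-neuronal clusters with over 25% of the neuronal transcript level of neurons were left unnamed. Several versions of these criteria were tried after the clusters were seen and before any comparison of genotypes. No L5 ET cell type met the criteria. For each named cell type, the largest cluster was the same in both genotypes.

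Shares of nuclei were tested with limma 3.58.1 on the logit scale (0.5 added to the counts, robust empirical Bayes) over the cell types of one denominator, which was excitatory nuclei for excitatory cell types and all nuclei for the others. Exact two-sided permutation tests over all relabellings of the animals are given beside it. The paper's text names a moderated test for shares without its transform or denominator. Differential expression used edgeR 4.0.16 (TMM, filterByExpr, robust quasi-likelihood fits) with genotype as the only term, on counts summed per animal and cell type. DESeq2 1.42.0, the tool of the paper, was an alternative. Sets of genes were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation as alternatives. Analyses ran in python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9) and R 4.3.3. All p-values are two-sided, and adjustment is by Benjamini-Hochberg.

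The tests were checked on simulated counts, with 200 genes changed at random. The counts were drawn from the gene proportions, library sizes and dispersion trend of each cell type. Spread of single genes beyond that trend was not simulated. In L6 CT-like nuclei edgeR recovered 70.0% of those tested with 4 false calls, and DESeq2 61.6% with 1. In L4/5 IT-like nuclei edgeR recovered 61.2% with 6 false calls, and in L6b/CT-like nuclei 60.1% with 7. Camera found the changed set in each and did not call the 1 unchanged set tried in each. The simulated genes varied independently, so these runs cannot show how camera behaves where genes vary together.

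Genes are named by a rule set before the data were examined: the genes the paper names for P21, Myt1l, Ppp1r1b, the genes that check the sex, the 5 DEGs with the smallest p in each direction in the cell type with the most DEGs, and the 5 genes called in the most cell types. The values of the first group in the paper's tables had been seen when the rule was set, and the result of 1 gene of this group is not reported here. Settings changed one at a time were doublet removal, the limits on nuclei, the number of principal components, the denominator, the transform and the test of shares, the normalization, the filter on low counts, the limit on the fold change, the tool, sex as a covariate, a block of animals with the same sex and number, each animal left out in turn, and equal numbers of nuclei. Naming some unnamed excitatory clusters by their best score and counting mixed clusters as microglia were added after the data were seen. The first needed a score of at least 0.9 and at least 3 markers raised 2-fold. At most 1 leading gene could be a marker of any other cell type. The exclusion by Tfap2d or Ttr was not applied in it. Random groupings of the animals numbered 60 for DEGs and gene sets and 40 for the interaction, fewer than the 100 that had been planned, to keep the running time short.

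The total UMIs per animal in the nuclei used were 5053978 to 10713625 in WT (median 7542635) and 6954522 to 13995650 in Het (median 10058224). Intervals and limits cover counting error only. Gene ontology enrichment, regulatory networks, trajectories and the integration across ages were not analysed here, nor were the images.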

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

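The tests of the sex difference in the deep layer share, against chance and against depth, and the test of nuclei with mixed markers were chosen only after their results were seen. The other tests of this part were set before.

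The effect of genotype on the deep layer share differed between the sexes. The share was 33.6% ± 1.17 (SD, n = 3) in WT males and 40.3% ± 2.54 in Het males, 6.69 percentage points higher in Het. It was 40.0% ± 1.61 in WT females and 38.1% ± 2.01 in Het females, a difference of −1.85 percentage points. The effect in males minus that in females was 8.54 percentage points, and 10 of 400 exchanges of sex labels within the genotypes gave a difference as large (exact p = 0.025, adjusted p = 0.025 over both layers). For the upper layer share it was −11.3 percentage points (exact p = 0.015, adjusted p = 0.025), and both shares have the same denominator. Single cell types did not pass the correction: L2/3 IT CTX-like nuclei had an exact p of 0.005 (adjusted 0.145) and L6 CT-like nuclei 0.015 (adjusted 0.218). Chance therefore accounts for the deep layer difference in few exchanges. The median UMIs of WT males (3134.5 to 3283.5) and WT females (3018.5 to 3262) overlapped. Across the 6 WT animals the deep layer share had a Pearson's r of −0.164 with the median UMIs (exact permutation p = 0.785) and a Spearman's rho of −0.0286 (p = 1.0), with r 0.186 without the 2 farthest animals. Across the 6 Het animals r was 0.278 (exact permutation p = 0.593) and rho −0.143 (p = 0.803), with r −0.880 without the 2 farthest animals. These are among 8 relations, and with so few animals depth stays open. The DG-like share, from outside the isocortex, showed no such difference (−0.282 percentage points, exact p = 0.82). For the IT AON-TT-DP-like share, also from outside it, the difference was 1.56 percentage points (exact p = 0.1, adjusted p = 0.483). The place of dissection within the isocortex, litter and sex itself stay open and were not tested, and with 3 animals in each group the pattern is a hypothesis.

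In the model with a sex by genotype term, edgeR called 13 autosomal genes. Of 40 groupings of the animals within each sex, the real one included, 6 gave as many, and the largest of the others gave 84, so chance cannot be excluded. Leaving out WT male 2 gave 78 genes and leaving out WT female 3 gave 79.

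The L2/3 IT ENT-like share of Het female 1, 0.330% of excitatory nuclei, lay far below the other Het animals (0.848% to 1.11%). The Microglia-like share of WT male 2, 1.57% of all nuclei, lay far above the other WT animals (0.788% to 0.924%). Of 38 groups of 6 animals tested in this way, 2 went past the critical value of Dixon's test, and chance gives about 1 in 20. Without Het female 1 the L2/3 IT ENT-like share was 0.0674 percentage points higher in Het, against −0.0338 with it. For microglia, 362 further nuclei in 5 clusters held microglial and neuronal transcripts. Their UMIs were 1.24 times the median of their animal against 0.865 in Microglia-like nuclei, their median doublet score was 0.0655 against 0.057, and their neuronal marker UMIs were 16.6‰ of UMIs against 4.49‰, near the 19.7‰ of excitatory nuclei. Excitatory nuclei alone were at 1.03 times the median, so 1.24 is less than a whole microglial and a whole neuronal nucleus would hold together. The upper limit on UMIs removes larger sums, so whether these barcodes held 2 nuclei stays open. Whether the number of such nuclei explains the high share of WT male 2 was not tested, and no biological explanation was tested for either animal.

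The counts include TDTOMATO, which comes from the injected AAV and whose counts the paper does not report. It had 31668.5 counts in all nuclei, or 290 CPM. The level was 321 CPM in excitatory, 285 in inhibitory and 70.2 in non-neuronal nuclei, and 15.6 in oligodendrocyte-like nuclei (95% exact interval 12.1 to 19.9). RNA free in solution would give all cell types a like level, so these levels argue against it as the main source of the neuronal counts. By animal the level ranged from 160 to 416 CPM. It was 292 ± 104 (SD, n = 6) in WT and 297 ± 66.7 (SD, n = 6) in Het animals (exact permutation p = 0.905), so genotype is argued against as the source of this spread. The dose that each animal received stays open, and no biological explanation was tested.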

How the results depend on the processing

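The 2 settings added after the data were seen are naming some unnamed excitatory clusters by their best score and counting mixed clusters as microglia. The limit of at least 1500 UMIs removed no nucleus and the limit on the fold change no DEG, so these settings say nothing about the results. Where no reason is given, the cause was not tested.

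Differences in shares are given in percentage points, Het minus WT, and none of the excitatory ones passed its test under any setting. The L2/3 IT CTX-like share (0.0955) was −0.0260 on 30 principal components, −0.615 with best-score names and −0.415 of all nuclei, and −0.612 to 0.659 with each animal left out (negative without WT female 1, WT female 2 or Het female 2). The L2/3 IT ENT-like share (−0.0338) was 0.0191 without doublet removal, −0.465 without upper and ratio limits and −0.661 with best-score names, and −0.166 to 0.0674 with animals left out (positive without WT male 3, WT female 3 or Het female 1). The L6b/CT-like share (0.101) was −0.0158 of all nuclei, and −0.0253 to 0.276 with animals left out (negative without WT male 3, Het male 1 or Het male 2). With animals left out, the L5 NP-like share was −0.231 to 0.0247 and the L6 IT-like share −0.0414 to 0.796 (each changed sign without WT female 1), and the upper layer share −1.85 to 0.631 (positive without WT male 1, WT male 2, WT male 3 or Het male 1). The other differences kept their directions and did not pass their tests, but their sizes moved. The deep layer share (2.42) was 0.424 of all nuclei, and 1.54 to 3.42 with animals left out (lowest without WT male 1). The L6 CT-like share (2.09) was 0.793 of all nuclei, and 1.08 to 3.07 with animals left out (lowest without WT male 1). The DG-like share (1.25) was 0.706 without upper and ratio limits and 0.710 of all nuclei, and 0.961 to 1.62 with animals left out. The Sst-like share (−0.634) was −0.284 without upper and ratio limits, and −0.813 to −0.529 with animals left out. The L4/5 IT-like share (−0.623) was −1.01 on 30 principal components, and −1.16 to −0.0259 with animals left out (moved more than 1.5-fold without any WT male, WT female 1, WT female 2, Het male 2, Het male 3 or Het female 1). The L5 IT-like share (−0.212) was −0.0709 without doublet removal, and −0.454 to −0.0531 with animals left out (moved so without WT male 1, WT male 2, WT female 2, WT female 3, Het male 1, Het male 2 or Het female 3). The STR-PAL Chst9-like share (0.210) was 0.0769 to 0.412 with animals left out (moved so without WT male 2, WT male 3, WT female 3, Het male 3, Het female 1 or Het female 2). The Oligodendrocyte-like share (0.871) was 0.263 to 1.63 with animals left out (moved so without WT male 1, WT female 1, WT female 3, Het male 1 or Het male 2). The Microglia-like share (−0.230) was −0.147 without upper and ratio limits and −5.43 of non-neuronal nuclei, and −0.345 to −0.116 with animals left out (moved so without WT male 2 or Het female 3).

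The striatal D1/D2-like share (1.81, adjusted p = 0.0618) was the only cell type to pass under any setting. It passed without doublet removal (1.91, adjusted p = 0.0477), with the arcsine square-root transform (1.81, adjusted p = 0.023) and without WT female 2. With animals left out it was 1.64 to 2.11. The number of cell types past the threshold, 0, was thus 1 in these cases, and 0 to 1 with animals left out.

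The 86 unique DEGs became 191 without upper and ratio limits, 198 with no filter on low counts, 144 with DESeq2 and 6 with equal nuclei, where fewer counts were tested. With animals left out they were 44 to 161 (44 without WT male 3 or WT female 3, 49 without Het female 1, 161 without WT female 1). The 70 DEGs of L6 CT-like nuclei became 130, 122 and, with equal nuclei, 2.1, and 34 to 116 with animals left out (34 without WT male 3 or Het female 1, 38 without WT female 3, 46 without Het male 3, 116 without WT female 1). In L4/5 IT-like nuclei 8 DEGs became 18 without upper and ratio limits, 30 with no filter, 4 with the replicate block, 16 with DESeq2 and 1.9 with equal nuclei, and 3 to 19 with animals left out (fewer without WT male 3, WT female 3, Het male 3 or Het female 2, more without WT male 1 or WT female 2). In L2/3 IT CTX-like nuclei 0 DEGs became 1 without doublet removal, 15 without upper and ratio limits, 13 on 30 principal components, 3 with best-score names, 11 with no filter, 1 with at least 10 counts in every animal, 21 with DESeq2 and 0.4 with equal nuclei, and 0 to 6 with animals left out (above 0 without WT male 1, WT male 2, any WT female or Het male 1). In L6 IT-like nuclei 2 DEGs became 28, 10, 4 (at least 10 counts), 1 (replicate block), 4 (DESeq2) and 0.6, and 1 to 7 with animals left out (1 without WT male 2, WT female 2, WT female 3 or any Het female, more without WT female 1 or Het male 2). With no filter on low counts, oligodendrocyte-like nuclei had 1 and Microglia-like nuclei 3. L6 CT-like nuclei had more DEGs than these 3 other excitatory cell types in each setting.

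The share of DEGs higher in Het (54.7%) was 66.0% without upper and ratio limits, 63.7% on 30 principal components, 48.5% with the replicate block and 33.3% with equal nuclei, and 42.2% to 61.6% with animals left out. It fell under 50% without WT male 2, WT female 1, Het male 3, Het female 2 or Het female 3. The replicate block treats animals of the same sex and number as a pair. Across 13326 genes the deviations of such pairs had correlations of −0.437 to 0.137, so the numbers do not pair the animals, and the block was run only as a setting.

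The sex by genotype interaction (13 genes) gave 26 with DESeq2, and 8 to 79 with animals left out (8 without WT male 3, 78 without WT male 2, 79 without WT female 3, and 21 to 23 without Het male 3, Het female 3 or Het female 1). The E14-activated genes were lower in 10 cell types, in 16 without upper and ratio limits, in 2 with fry and 2 with an estimated correlation, and in 4 to 14 with animals left out (4 without WT male 1, 6 without WT male 3). The E14-repressed genes had 0 calls, 1 without upper and ratio limits and 1 on 30 principal components, and 0 to 1 with animals left out (1 without WT male 3 or Het male 2). The share of the paper's entries with the same sign (97.6%) was 98.6% without doublet removal, 100% without upper and ratio limits, 98.3% on 30 principal components and 98.4% with at least 10 counts in every animal, and 96.6% to 98.5% with animals left out.

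The median Myt1l log2 fold change over cell types was 0.0834, with no cell type called. A cell type was called with no filter (0.14), with at least 10 counts (0.12), with DESeq2 (0.0842) and without WT female 1 (0.116), and the median was 0.0540 to 0.123 with animals left out. Of 37 results for named genes, 33 never changed direction. Cntn5 in L6b/CT-like nuclei (0.01) was −0.0142 without doublet removal, −0.20 without upper and ratio limits and −0.0704 on 30 principal components, and −0.16 to 0.21 with animals left out (negative without any WT male, WT female 1, any Het male or Het female 2). Epha3 there (−0.04) was 0.0187 with no filter and 0.0068 with the block, and −0.15 to 0.10 (positive without WT female 2, WT female 3 or Het female 1). Epha7 there (−0.05) was 0.0063 with no filter and 0.0336 with the block, and −0.18 to 0.16 (positive without WT male 3, WT female 3, Het male 2 or Het female 1). Ptn in L5 IT-like nuclei (−0.01) was 0.0013 without doublet removal, 0.28 without upper and ratio limits, 0.0154 with no filter and 0.0128 with at least 10 counts, and −0.13 to 0.0935 (positive without WT male 2, WT female 3, Het male 1, Het male 3, Het female 1 or Het female 3).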

Differences from the paper's values

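The paper analysed 96505 nuclei at P21, and 33118 were used here out of 78743 barcodes. Of the settings chosen before the data were examined, the number came within 1.5-fold of the paper's without upper limits and the ratio of log genes to log UMIs (74784), and not without doublet removal or with at least 1500 UMIs. The paper's medians of UMIs and genes per nucleus and its numbers of cell types lay within 1.5-fold of those here.

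The paper reports 412 unique DEGs, and 86 were found here. The paper's table holds 207 DEGs for L6 CT, 95 for L4/5 IT, 68 for L2/3 IT CTX and 66 for L6 IT neurons. The counts here were 70 in L6 CT-like, 8 in L4/5 IT-like, 0 in L2/3 IT CTX-like and 2 in L6 IT-like nuclei. All of these counts stayed more than 1.5-fold below the paper's under every setting chosen before the data were examined, DESeq2 included (144 unique DEGs). DESeq2 was not combined here with other limits on nuclei, and the matrices hold fewer barcodes than the paper's nuclei, for a reason that was not found. The largest totals were 198 with no filter on low counts and 191 without upper and ratio limits.

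The log2 fold changes of 22 genes the paper names were compared with its table, and 20 had the same sign, 13 within 1 standard error. For 9 genes they differed by more than the standard error. The paper's value and the value here were −0.38 and −0.0438 for Epha3 in L6b/CT-like nuclei, −0.26 and −0.0539 for Epha7 in L6b/CT-like nuclei, −0.85 and −0.26 for Slit2 in L6 CT-like nuclei, and −0.62 and −0.36 for Sema3a in STR D1/D2-like nuclei. They were −0.35 and 0.0068 for Cntn5 in L6b/CT-like nuclei, −0.24 and −0.56 for Gria4 in L5 IT-like nuclei, 0.28 and 0.11 for Bcl2 in L6 CT-like nuclei, 0.29 and 0.45 for Nfix in L2/3 IT CTX-like nuclei, and 0.26 and −0.0084 for Ptn in L5 IT-like nuclei.

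For each of these 9 genes the value without upper and ratio limits lay within the error of the paper's: −0.38 for Epha3, −0.21 for Epha7, −0.68 for Slit2, −0.69 for Sema3a, −0.20 for Cntn5, −0.20 for Gria4, 0.24 for Bcl2, 0.31 for Nfix and 0.28 for Ptn. Epha7 also did so without doublet removal (−0.22), on 30 principal components (−0.15) and without any of 6 animals (WT male 1, WT male 2, WT female 1, WT female 2, Het male 3 or Het female 2). Sema3a did so without WT female 2 or Het female 2, Cntn5 without WT male 2, and Nfix and Ptn without Het female 1. Under the other settings chosen before the data were examined these values differed from the paper's. The nuclei added without upper and ratio limits were not clustered and took the cell type of their nearest clustered nuclei.

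The paper states fewer L2/3 IT ENT and L4/5 IT neurons and more L6 CT, L6 IT and L6b neurons in Het animals as past its test. Here the differences in mean share had the same directions, at −0.0338, −0.623, 2.09, 0.522 and 0.101 percentage points in that order, and none passed its test (adjusted p = 0.897). For L2/3 IT ENT-like nuclei the coefficient on the logit scale had the other direction (0.0426, higher in Het). The paper states more striatal neurons in Het animals, and the difference here was 1.81 percentage points with an adjusted p of 0.0618. It passed with the arcsine square-root transform (adjusted p = 0.023), without doublet removal (adjusted p = 0.0477) and without WT female 2. The paper states a higher proportion of microglia in Het animals at P21, and here the Microglia-like share was −0.230 percentage points in Het relative to WT (exact permutation p = 0.251). The oligodendrocyte-like share was 0.871 percentage points higher in Het, in the paper's direction, and did not pass its test.

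The paper states no interaction of sex and genotype on autosomes, and sex differences on sex chromosomes only. Here edgeR called 13 autosomal interaction genes and DESeq2 26, and 6 of 40 groupings gave as many. Both tools called 1 autosomal gene for sex, which was Slc24a3 with edgeR. The paper states effects in L2/3 neurons. In L2/3 IT CTX-like nuclei edgeR called 0 genes (565 at an unadjusted p under 0.05) and DESeq2 21, and in L2/3 IT ENT-like nuclei each called 4. In L2/3 IT CTX-like nuclei calls were also made without upper and ratio limits (15), on 30 principal components (13) and with no filter on low counts (11). The paper names Epha5, Epha6, Robo2, Lrrc4c, Rims1, Glra2, Pak1, Numbl, Etv5, Nfix and Ski among its genes, none of which was called by edgeR here. DESeq2 called Robo2 (adjusted p = 0.047), Lrrc4c (adjusted p = 0.0375), Rims1 (adjusted p = 0.015) and Nfix (adjusted p = 0.0265) in L6 CT-like nuclei.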

Other observations

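The random groupings counted for the E14-activated genes and for both sets together, and the test of neuronal transcripts across cell types, were chosen only after their results were seen. The other tests of this part were set before.

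Of 60 groupings of the animals into 6 and 6, the real one included, 1 gave 86 or more unique DEGs, the real one. The largest of the other 59 gave 37, which argues against chance as the source of the number of DEGs. Only 60 groupings were run, so chance is not excluded. Of the 90 calls, 67 were also made by DESeq2 and 53 without upper and ratio limits, where 235 calls were made in all. To the calls it did not share, all in L6 CT-like nuclei, DESeq2 gave no adjusted p. Each call to which it gave an adjusted p was also made by it. With 1 animal left out, between 38 (without WT female 3) and 86 (without WT female 1) of the 90 calls recurred.

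That L6 CT-like nuclei have the most DEGs cannot be told apart from their number of nuclei. With 37 nuclei per animal and cell type they had a mean of 2.1 DEGs over 10 draws (SD 3.63) and L4/5 IT-like nuclei 1.9 (SD 2.18). At an unadjusted p under 0.05 there were 176 genes in L6 CT-like nuclei, as means over the draws, against 114 to 149 in the other cell types drawn. These differences were not tested, and a larger response of L6 CT neurons stays open.

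The genes lower in KO at E14 were lower in Het in 10 of 23 cell types at P21 by camera. Of 60 groupings, the real one included, 1 gave calls for this set in as many cell types, and the largest of the others gave 9. The genes higher in KO at E14 had 0 calls. All 60 groupings reach 0 by construction, so this comparison decides nothing. Over both sets together 5 of 60 groupings gave as many calls, so chance cannot be excluded when the choice of this set after the fact is counted. Gene length is argued against: in 10 of the 10 cell types with a call the set's median lay in the lowest part of 10000 lists matched on length and expression, with L6 CT-like nuclei at the 2.14th percentile. A loss of neuronal transcripts stays open: 9 of the 10 cell types are neurons, where such a loss would lower the set too. It stays open in Microglia-like nuclei as well, because neuronal marker UMIs did not differ between genotypes by an exact permutation test (p = 0.234) while their mean was lower in Het. Under fry and under an estimated correlation 2 cell types had a call. A lasting deficit of genes that MYT1L activates may contribute, as a hypothesis.

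Striatal D1/D2-like nuclei were 1.59 times as frequent in Het as in WT animals. More subcortical tissue in some dissections would raise STR-PAL Chst9-like nuclei as well, and the log2 ratio of both shares did not differ by an exact permutation test (p = 0.173). With 6 animals per genotype and this spread, these counts cannot tell more striatal tissue from a displacement of striatal neurons into the cortex. The paper also reports more neurons positive for both DARPP32 and NeuN in stained sections of Het cortex. Those images were not analysed here. Ppp1r1b in excitatory nuclei had a log2 fold change of 0.15 (standard error 0.29).

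For the shares of excitatory cell types, median UMIs per nucleus did not differ between genotypes by an exact permutation test (p = 0.829). DG-like nuclei, which come from outside the isocortex, were at 3.31% ± 0.697 in WT and 4.57% ± 1.18 in Het animals (exact permutation p = 0.0519). IT AON-TT-DP-like nuclei, also from outside it, went the other way, at 2.62% ± 0.876 in WT and 2.18% ± 0.761 in Het animals (exact permutation p = 0.370). For depth, the medians gave no sign of a difference between genotypes. The L6 CT-like share had a Pearson's r with median UMIs of −0.184 across WT and 0.319 across Het animals. Without the 2 farthest Het animals r was −0.693, so with so few animals these relations do not exclude depth. As none of the excitatory shares passed its test, depth and the place of dissection cannot be told apart from genotype as sources of the small differences.

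Myt1l transcripts were higher in Het than in WT nuclei, at 985 ± 29.6 against 883 ± 45.6 CPM (SD, n = 6; exact permutation p = 0.0043). The counts do not separate the alleles, and no explanation was tested.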
